# Perinatal morphine exposure induces chromatin and transcriptomic remodeling to alter immune and metabolic function

**DOI:** 10.3389/fimmu.2026.1835359

**Published:** 2026-07-06

**Authors:** Julia R. Ferrante, Yanmiao Du, Xin Zhang, Jacob D. Neice, Wei Wang, Chang Lu, Julie A. Blendy

**Keywords:** immune, metabolism, morphine, neonatal opioid withdrawal syndrome, omics, opioid, sequencing, withdrawal

## Abstract

**Introduction:**

Infants exposed to opioids in utero are at risk of developing Neonatal Opioid Withdrawal Syndrome (NOWS). Rodent models of perinatal opioid exposure can reliably recapitulate the acute withdrawal and developmental deficits exhibited in clinical NOWS, but few persisting phenotypes are consistently observed between studies, limiting mechanistic insight into the long-lasting effects of early-life opioid exposure.

**Methods:**

To investigate the enduring impact of perinatal opioid exposure, we employed a multi-region, multi-omic approach. We combined RNA sequencing (RNA-seq) and H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) from NeuN+ neuronal nuclei in a mouse model of NOWS. Additionally, cytokine levels were measured in the brain and spleen, and physiological responses were assessed under both basal and immune-challenged conditions.

**Results:**

Analysis revealed differentially expressed genes and H3K27ac modifications were enriched for immune and metabolic pathways in hypothalamic neurons. Transcription factor network inference identified state-dependent rewiring of immune and metabolic regulatory circuits, with Transcription factor 4 (TCF4) emerging as a convergent epigenomic and transcriptional hub under immune-challenged conditions. Consistent with molecular signatures, cytokine levels were suppressed in morphine-exposed mice both in adulthood, both at baseline and under immune-challenged conditions. Several metabolic properties, including changes in weight and basal body temperature, were also altered.

**Discussion:**

Our findings suggest that perinatal opioid exposure creates a lasting enhancer imprint in hypothalamic neurons, leading to suppressed baseline immune gene expression and altered regulatory responses to subsequent inflammatory challenges. These epigenomic and transcriptional changes may underlie the long-term physiological impacts of early-life opioid exposure, offering new insights into the enduring consequences of NOWS.

## 1 Introduction

The ongoing opioid epidemic in the United States carries additional public health considerations for pregnant women and their offspring. In 2018, one in six women of reproductive age were prescribed an opioid (1). When infants are exposed to opioids *in utero*, they are at risk of developing neonatal opioid withdrawal syndrome (NOWS), which occurs upon sudden cessation of opioids after birth and is characterized by tremors, irritability, feeding difficulty, and respiratory dysfunction (2). These acute withdrawal symptoms typically arise within 24–72 hours after birth (3, 4). Recent studies estimate that rates of NOWS diagnoses have increased approximately 82% from 2010-2017, representing an all-time high in incidence of disease (5, 6).

The long-term developmental consequences of perinatal opioid exposure remain poorly understood. Clinical studies have found persisting cognitive, behavioral, and physical deficits in humans, but rodent models have been unable to consistently replicate these findings, making it difficult to investigate underlying molecular mechanisms (7, 8). The variability in experimental outcomes is heavily influenced by methodological differences (including opioid type, exposure duration, and administration route), and many models fail to produce robust adult phenotypes altogether (9). Furthermore, research has been primarily focused on attempting to characterize a small set of behaviors, such as alterations in affect and reward, leaving other potential phenotypes unexplored. Newer studies have proposed an emerging hypothesis that perinatal opioid exposure alone may not cause overt deficits but instead creates a latent vulnerability environment in which phenotypes only arise upon exposure to a secondary stressor later in life (10, 11).

Transcriptomic changes and epigenetic marks, such as histone modifications, provide a molecular memory of developmental exposures (including opioids), which can influence gene expression long after the insult is removed (12, 13). *In vitro* studies and adult rodent models have shown that opioids change histone conformation through induction of acetyltransferase, leading to widespread changes in chromatin accessibility (14). Despite this, no studies have systematically profiled enhancer acetylation following perinatal opioid exposure specifically, resulting in a major gap in the understanding of the molecular underpinnings of opioid-induced developmental reprogramming.

We employed a hypothesis-generating approach to characterize novel phenotypes by leveraging epigenetic information taken from our mouse model of NOWS to identify pathways that may produce relevant molecular and behavioral outcomes. Beginning with a high-level combination of methods for screening, including a novel assay of microfluidic oscillatory washing chromatin immunoprecipitation (MOWChIP-seq (15–17)), we identified brain-wide transcriptomic changes and mapped histone modifications induced by perinatal opioid exposure. Regions surveyed included those critical for cognition and stress regulation (prefrontal cortex, hippocampus), reward (striatum), and homeostatic control (hypothalamus). As the hypothalamus displayed the greatest number of histone modifications, we proceeded with additional studies targeted towards this region. We uncovered significant enrichment in hypothalamic immune and metabolic pathways, prompting us to probe for related, latent molecular and behavioral phenotypes in morphine-exposed mice.

## 2 Results

### 2.1 Atlas-guided integration of chromatin and transcriptional data reveals region- and condition-specific regulatory states

Mice were exposed to morphine throughout gestation and for the first two postnatal weeks, as previously described (18) (**Figure 1A**). To enable systematic comparison of molecular responses across brain regions, we integrated RNA-seq and H3K27ac ChIP-seq data from hypothalamus, hippocampus, PFC, and striatum using transcription factor (TF) regulatory network inference (**Figure 1B**). This integrative framework combines chromatin-defined regulatory elements with gene expression to infer TF activity and facilitates comparison of regulatory states across regions and experimental conditions. All RNA-seq and H3K27ac ChIP-seq libraries were generated from FACS-isolated NeuN+ neuronal nuclei, providing a neuron-enriched molecular profile of each region; glial contributions are not captured in these datasets.

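For RNA-seq, libraries of nuclear RNA from NeuN+ nuclei were available, 107 from females and the others from males, each made from 1 animal and 1 region. The dams received morphine at 10 mg/kg per day or saline, the pups received morphine at 10 mg/kg or saline, and in adulthood the offspring received LPS at 2 mg/kg or saline, 2 h before tissue collection. In the hypothalamus, 11 libraries were SAL–SAL, 14 MOR–SAL, 12 SAL–LPS and 14 MOR–LPS. The other regions had 55 libraries (hippocampus), 48 (PFC) and 54 (striatum). The authors trimmed the reads, aligned them to the mm10 genome with STAR and deposited, for each region, the raw number of reads counted on each of 46403 genes listed by symbol, and the same values as CPM (counts scaled by the library total) without mitochondrial genes. Total counts per library ran from 7673 to 35077048 in the hypothalamus (median 5543589), from 227025 to 24071488 in the hippocampus, from 3056648 to 21988203 in the PFC and from 5954700 to 92945090 in the striatum. Here the raw counts of each region were fitted in edgeR with the 4 conditions and sex in one model, TMM normalization and the genes with a total count above 10, and each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called DEGs. Normalized CPM are CPM scaled by the TMM factors, given as mean ± SD over libraries, with n the number of libraries. The deposited values carry no molecular identifiers, so intervals based on counts cover counting error alone. Neither the deposited labels nor the paper's text gives a sequencing batch or date for a library. Several animals came from 1 litter, and no litter held both morphine and saline exposure. Gene positions are those of the GENCODE annotation of mm10. The paper's text does not name whether counting used the strand. Exons of Abr, Golm1, Grin2c, Il6ra, Irf7, Lef1, Mgll, Ncor1, Nr2f1, Psd3, Rora, Sort1, Sp110 and Xist overlap exons of a gene on the opposite strand. Their counts are uncertain to that extent.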

**Figure 1:**
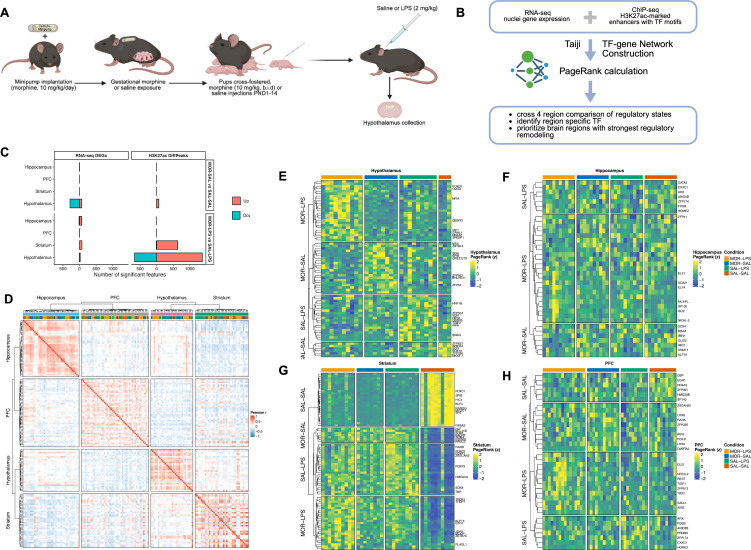
Experimental design and atlas-guided inference of transcription factor regulatory states across brain regions. **(A)** Schematic of the perinatal morphine exposure paradigm. Female mice received continuous morphine (10 mg/kg/day) or saline via osmotic minipump throughout gestation. Offspring were cross-fostered at birth and received twice-daily morphine or saline injections from postnatal day (PND) 1–14. In adulthood, mice were challenged with saline or lipopolysaccharide (LPS; 2 mg/kg) prior to tissue collection. **(B)** Overview of the integrative transcription factor (TF) activity inference framework. RNA-seq expression profiles and H3K27ac ChIP-seq–defined regulatory elements annotated with TF motif information were integrated using Taiji to construct weighted TF–gene regulatory networks. TF influence was quantified by PageRank, enabling cross-region and cross-condition comparisons of regulatory states. **(C)** Summary of differential features identified across brain regions. Bar plots show the number of significantly altered RNA-seq genes and H3K27ac peaks (enhancers and promoters) in hippocampus, prefrontal cortex (PFC), striatum, and hypothalamus. **(D)** Sample-level similarity of transcriptional and epigenomic profiles across regions. Heatmap displays Pearson correlation coefficients between samples based on combined RNA-seq and H3K27ac features, highlighting strong region-specific structure. **(E–H)** Region- and condition-specific transcription factor programs. Heatmap summarizing group-specific transcription factors (GS-TFs) across brain regions and experimental conditions, defined by condition-enriched TF PageRank activity. Limited overlap between regions indicates distinct regulatory programs, with the hypothalamus exhibiting prominent condition-dependent TF specialization.

Sample-level correlation analysis revealed strong region-specific structure across molecular modalities, indicating that brain region represents the dominant axis of variation across samples, despite identical exposure paradigms and immune challenge (**Figure 1D**). 

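In the RNA-seq data alone, Pearson correlations of log2(CPM + 1) were computed between all pairs of libraries over the 16576 genes with a mean CPM of at least 1. Pairs from the same region had a mean correlation of 0.907 ± 0.0753 (SD, 5319 pairs), and pairs from different regions had a mean of 0.782 ± 0.130 (SD, 16209 pairs). Pairs share libraries and are not independent, so no p is given. The hypothalamus accounted for most of this difference. Its mean correlation was 0.671 with the hippocampus, 0.653 with the PFC and 0.664 with the striatum. The remaining pairs of regions had means of 0.889 (hippocampus and PFC), 0.896 (PFC and striatum) and 0.910 (hippocampus and striatum), within the spread of pairs from the same region. The library with the highest correlation came from the same region for 51 of 51 hypothalamic, 52 of 55 hippocampal, 42 of 48 PFC and 53 of 54 striatal libraries. Without a filter on low CPM, over 46403 genes, the means moved most, to 0.949 within and 0.893 between regions. Of the 12491 genes with a median of at least 5 CPM in the hypothalamus, 1480 (11.8%) are listed at 0 in every library of the other regions. Over the 14633 genes with counts in all 4 regions, the means were 0.892 within and 0.805 between regions.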

Consistent with this regional structure, the number and balance of molecular changes differed between tissues. Under basal conditions, RNA-seq identified more differential features than H3K27ac peak changes across all regions, whereas immune challenge was associated with widespread enhancer-level remodeling accompanied by comparatively modest transcriptional output (**Figure 1C**). These patterns were not uniform across regions; hippocampus, PFC, and striatum showed either limited chromatin changes or relatively small transcriptional responses, while the hypothalamus exhibited a distinct distribution of differential RNA-seq and H3K27ac features across conditions. 

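In MOR–SAL vs SAL–SAL, the quasi-likelihood test called 0 DEGs in the hippocampus, 0 in the PFC and 0 in the striatum, where 2272, 2185 and 2683 genes had an unadjusted p under 0.05. In the hypothalamus it called 416. In MOR–LPS vs SAL–LPS it called 602 DEGs in the hippocampus, 1 in the PFC (B020004J07Rik, a gene named after its value was seen), 0 in the striatum (2628 genes at an unadjusted p under 0.05) and 298 in the hypothalamus. The numbers of genes tested were 22076, 21729, 23426 and 28859 in the same order of regions. Of the hippocampal DEGs after LPS, 501 (83.2%) had a mean under 1 CPM, and with edgeR's filterByExpr filter on low counts 1 gene was called there. With DESeq2, the hippocampus had 7 DEGs at baseline and 145 after LPS, the PFC 16 and 23, and the striatum 6 and 98. Whether the exposure contrasts differ between regions was not tested.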

As such, we chose the hypothalamus as a specific region of interest to examine transcription factor (TF) regulatory influence, and as a focus for additional molecular and behavioral studies.

Using Taiji, TF activity was inferred as PageRank scores derived from region-specific TF–gene regulatory networks integrating RNA-seq expression and H3K27ac regulatory information. To compare TF activity patterns across tissues and conditions, group-specific transcription factors (GS-TFs) were defined based on condition-enriched TF PageRank activity, and TF activity was visualized as PageRank z-scores across samples within each brain region (**Figures 1E–H**). These region-resolved heatmaps revealed condition-dependent TF activity patterns across all four regions, with limited overlap in GS-TF activity between tissues, consistent with region-specific regulatory profiles. Among the regions examined, hypothalamic samples displayed particularly clear separation of TF activity patterns across MOR–SAL, SAL–LPS, and MOR–LPS conditions relative to other regions (**Figures 1E–H**), further motivating focused analysis of hypothalamic regulatory changes in subsequent sections.

Together, these results show that atlas-guided integration of chromatin and transcriptional data, using TF regulatory network inference, identifies region- and condition-specific regulatory states and highlights the hypothalamus as a region that specifically exhibits pronounced condition-dependent TF activity patterns in this dataset.

### 2.2 Perinatal morphine induces hypothalamic chromatin and transcriptomic remodeling that persists to adulthood

Perinatal morphine exposure induced robust transcriptional remodeling in adult hypothalamus, accompanied by comparatively modest, locus-specific changes in H3K27ac. Genome-browser visualizations revealed locus-specific, concordant changes in enhancer-associated H3K27ac signal and RNA abundance at selected metabolic and neuronal loci in MOR–SAL animals relative to SAL–SAL controls. For example, at the *Ldha* locus (lactate dehydrogenase A), MOR–SAL samples show increased H3K27ac signal at the promoter and adjacent regulatory regions, accompanied by increased RNA signal relative to SAL–SAL (**Figure 2A**). 

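Ldha lies on chromosome 7 from 46841475 to 46855627 on the plus strand. Its RNA was 142 ± 32.6 normalized CPM (SD, n = 14) in MOR–SAL and 90.9 ± 42.3 (SD, n = 11) in SAL–SAL, a log2FC of 0.66 (SE 0.24, edgeR adjusted p = 0.117). The count was above the SAL–SAL median in 13 of 14 MOR–SAL libraries. Under the 12 other settings tried for single genes, the log2FC stayed positive, from 0.35 to 0.96, and the adjusted p ran from 0.0770 to 0.758, so Ldha was not called a DEG under any of them.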

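In the hypothalamus, MOR–SAL (14 libraries, 3509261 to 8902128 total counts) was compared with SAL–SAL (11 libraries, 160755 to 9052588 total counts) over 28859 genes. The test called 416 genes, 78 higher and 338 lower in MOR–SAL, and 4994 genes had an unadjusted p under 0.05. The median log2FC over all genes tested was 0.07. 179 of the called genes (43.0%) had a mean under 1 CPM. Called by DESeq2 were 427 genes (91 higher, 336 lower), 223 of them among the 416. The count was lowest in males alone, where 4 genes were called (357 in females alone), with limma on log2(CPM + 0.1), where 10 were called, and with a correlation within litters in limma-voom, where 11 were called. It was highest, at 1078, with the trend over GC content and length removed, a setting chosen after the values were seen, and next, at 916, without a sex term. With each library left out in turn, between 216 (without library 15-2) and 645 (without 1-3) genes were called. With each litter left out in turn, the number ran from 85 without litter 10 to 774 without litter 1. Litter 10 holds the SAL–SAL libraries 10-1 and 10-3 and the SAL–LPS libraries 10-0, 10-2 and 10-4, which all left that fit. Without 10-1 alone 231 genes were called, and without 10-3 alone 274. A test of whether the exposure effect differed between the sexes called 0 genes (3391 at an unadjusted p under 0.05). Each litter in MOR–SAL and SAL–SAL held libraries of a single sex. Neither this test nor the fits of each sex alone can thus tell sex apart from litter.

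**Figure D1:**
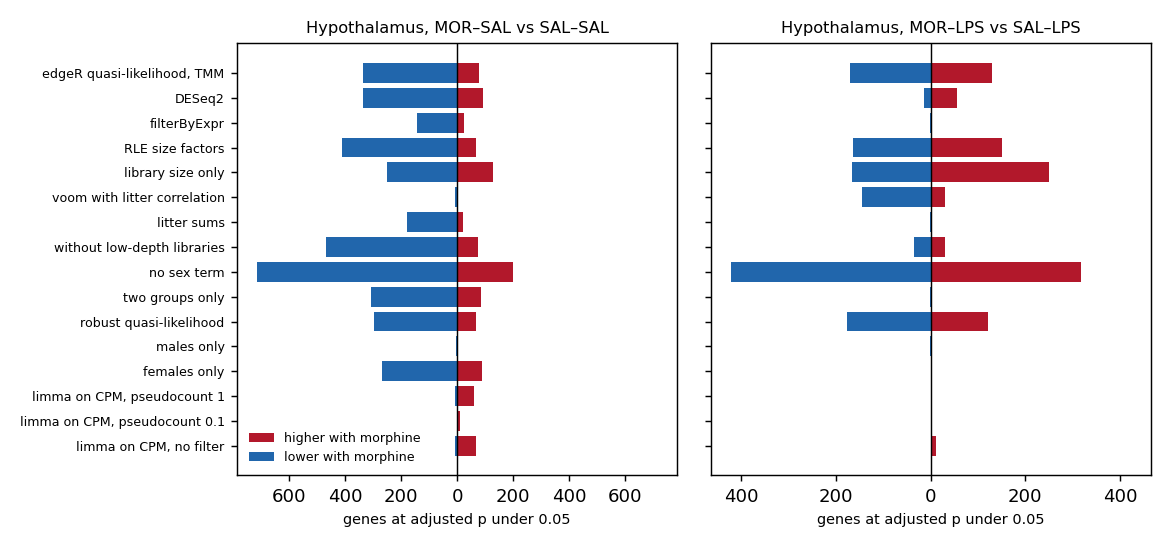
Number of genes at an adjusted p under 0.05 in the hypothalamus (horizontal axis) under the settings listed before the values were seen (vertical axis; leave-one-out fits and settings added later are not shown), with bars to the right for genes higher with morphine and to the left for genes lower with morphine. The left panel shows MOR–SAL vs SAL–SAL and the right panel MOR–LPS vs SAL–LPS. In the left panel the bars run from 4 genes in males only to 916 genes without a sex term.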

At the genome−wide level, MOR–SAL mice exhibited 49 differentially acetylated enhancers and 18 differentially acetylated promoters, compared with 629 differentially expressed genes (DEGs; FDR < 0.05), indicating that perinatal morphine induces a broad transcriptional shift that is accompanied by limited chromatin remodeling (**Figures 2B–D**). The normalized global H3K27ac signal was comparable across all four treatment groups, indicating that group differences in acetylation reflect biological reprogramming rather than technical variation in ChIP quality. (**Supplementary Figure 2E**).

**Figure 2:**
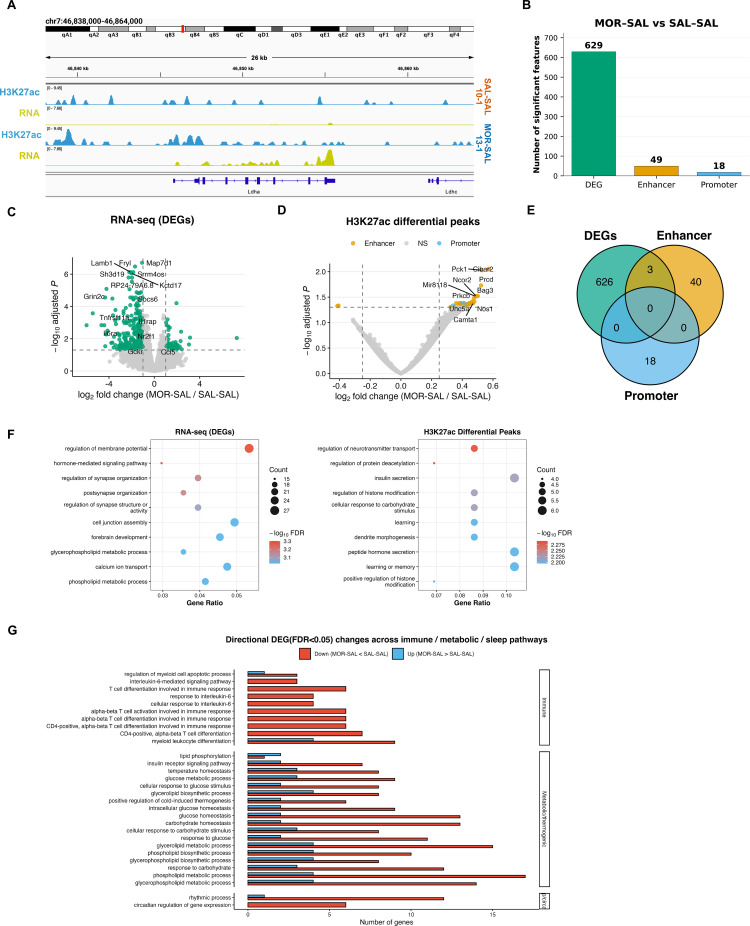
Perinatal morphine exposure alters hypothalamic gene expression programs with limited chromatin changes. **(A)** Representative browser tracks showing H3K27ac and RNA-seq signals in SAL–SAL and MOR–SAL hypothalamus. **(B)** Summary of significantly altered features (FDR < 0.05 and |log₂FC| > 0.25), including enhancers, promoters, and DEGs. **(C)** Volcano plot of differentially expressed genes (SAL–SAL vs MOR–SAL). **(D)** Volcano plot of differential H3K27ac peaks (SAL–SAL vs MOR–SAL), colored by enhancer and promoter annotations. **(E)** Venn diagram showing minimal overlap among genes linked to differential enhancers, promoters, and DEGs. **(F)** Functional enrichment of transcriptional and chromatin alterations in the hypothalamus. **(G)** Directional DEG changes (FDR < 0.05) across immune, metabolic/thermogenic, and sleep/circadian pathways, showing the number of upregulated (blue) and downregulated (red) genes in MOR–SAL relative to SAL–SAL hypothalamus.

Integration of chromatin and transcriptional outputs further revealed limited one−to−one correspondence between local H3K27ac dynamics and steady−state RNA changes. These data suggest that most transcriptional consequences of perinatal morphine exposure arise through chromatin alterations that are not reflected in differential H3K27ac peak change.

In the hypothalamus, perinatal morphine exposure (MOR–SAL vs SAL–SAL) resulted in robust transcriptional changes but relatively limited H3K27ac remodeling. RNA-seq identified 629 differentially expressed genes (DEGs), but only a small number of differential H3K27ac peaks were observed at enhancers (n = 49) and promoters (n = 18), with no overlap between chromatin-associated genes and DEGs (**Figures 2B–E**). 

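Grin2c, an NMDA receptor subunit gene, lies on chromosome 11 from 115249169 to 115267243 on the minus strand. Its RNA was 4.62 ± 5.12 normalized CPM (SD, n = 14) in MOR–SAL and 63.4 ± 97.2 (SD, n = 11) in SAL–SAL, a log2FC of −3.53 (SE 0.62, edgeR adjusted p = 9.37e-04). Fryl, on chromosome 5 from 73019987 to 73256619 on the minus strand, had 209.8 ± 27.9 normalized CPM (SD, n = 14) in MOR–SAL and 532 ± 528 (SD, n = 11) in SAL–SAL, with a log2FC of −1.30 (SE 0.24, edgeR adjusted p = 0.00172). Lamb1, a laminin subunit gene on chromosome 12 from 31265234 to 31329644 on the plus strand, had 18.1 ± 5.61 normalized CPM (SD, n = 14) in MOR–SAL and 58.7 ± 47.3 (SD, n = 11) in SAL–SAL, and its log2FC was −1.73 (SE 0.33, edgeR adjusted p = 0.00221). For each of these genes, 14 of 14 MOR–SAL libraries were below the SAL–SAL median, and the spread was wide in SAL–SAL and narrow in MOR–SAL. The SAL–SAL libraries 10-1 and 10-3, from litter 10, were highest for all of them, and the same libraries had the highest mean level of thalamus marker genes (9.06 and 8.71 on the log2(CPM + 1) scale). Without litter 10, which also holds SAL–LPS libraries of the same fit, none of them was called. Grin2c then had a log2FC of −2.25 (edgeR adjusted p = 0.0645), Fryl of −0.58 (edgeR adjusted p = 0.167) and Lamb1 of −1.10 (edgeR adjusted p = 0.0880). Under the 12 alternatives that kept all litters or split by sex, each was lower in MOR–SAL and was called in 10 of them, with adjusted p from 1.51e-04 to 0.425 for Grin2c, from 4.00e-05 to 0.425 for Fryl and from 1.83e-04 to 0.425 for Lamb1. Of the 15 genes labelled in Figure 2C, 12 were called, all lower in MOR–SAL. The others were Nr2f1 (log2FC −1.12, edgeR adjusted p = 0.102), Gckr (−2.04, 0.0610) and Ccl5, which was higher in MOR–SAL (2.02, 0.0689). The genes with the smallest adjusted p among those lower in MOR–SAL were Prkcd (log2FC −4.17), Ttr (−6.02) and Clmn (−1.78), each with an edgeR adjusted p of 2.41e-04. Prkcd is one of the thalamus marker genes and Ttr is a choroid plexus marker. Among the genes higher in MOR–SAL they were Synpr (log2FC 1.67, edgeR adjusted p = 0.00623), Cystm1 (1.02, 0.0105) and Gm14342 (edgeR adjusted p = 0.00739), which had 1.64 ± 1.38 normalized CPM in MOR–SAL and was at 0 in 9 of 11 SAL–SAL libraries. Prkcd, Ttr, Clmn, Synpr, Cystm1 and Gm14342 were each called in 42 of 42 fits with 1 library or litter left out. Without litter 10, Prkcd had a log2FC of −3.56 (edgeR adjusted p = 0.0164) and Clmn of −1.24 (edgeR adjusted p = 0.0236).

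**Figure D2:**
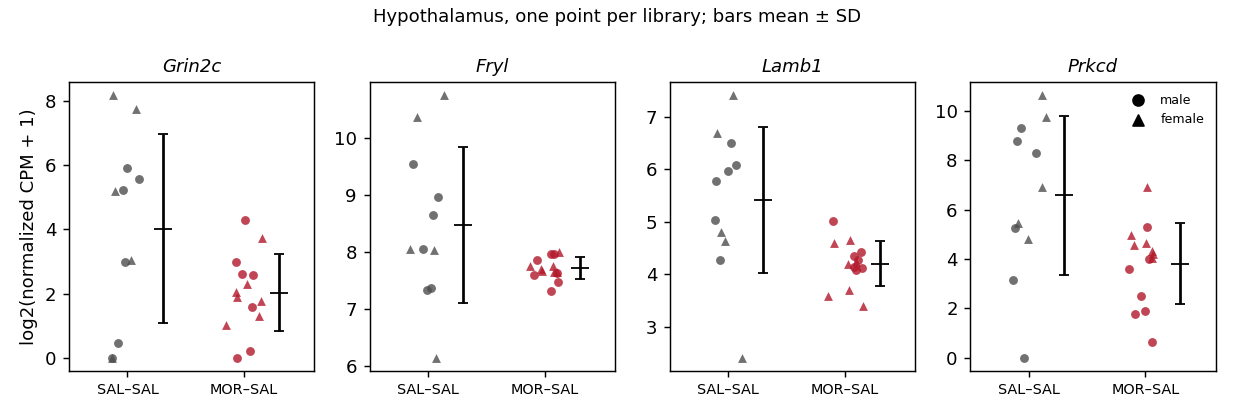
RNA level of Grin2c, Fryl, Lamb1 and Prkcd in the hypothalamus (vertical axes, log2(normalized CPM + 1)), one point per library (circles males, triangles females), with mean and SD as bars. All 14 MOR–SAL libraries lie below the SAL–SAL median in every panel.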

The DEG volcano plot demonstrates marked downregulation of neuronal and metabolic genes, such as *Grin2c*, *Fryl*, and *Lamb1*, along with a smaller subset of upregulated transcripts (**Figure 2C**). Gene ontology analysis of MOR–SAL DEGs revealed coordinated suppression of pathways involved in synaptic organization, postsynaptic signaling, membrane potential regulation, and lipid metabolism, indicating broad transcriptional repression of neuronal and metabolic programs (**Figures 2F–G**). The limited number of H3K27ac differential peaks suggests that the principal transcriptional effects of perinatal morphine exposure in the hypothalamus occur without widespread changes in H3K27ac at annotated enhancers or promoters.

A deeper dissection of the MOR–SAL DEGs revealed that downregulated genes were enriched for small GTPase signaling, postsynaptic organization, and kinase regulation, consistent with the synaptic and signaling deficits observed in the main hypothalamic analysis (**Supplementary Figure 3A**). 

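Supplementary Figure 3D names 7 immune-related genes: Arid5a, Gadd45g, Il6ra, Otud5, Sbno2, Src and Ncor1. All 7 were lower in MOR–SAL than in SAL–SAL, with log2FCs from −2.86 to −0.23 (median −0.71). Over all genes tested, 2 of them were called: Arid5a (log2FC −1.41, SE 0.31, edgeR adjusted p = 0.0105) and Il6ra (log2FC −2.86, SE 0.79, edgeR adjusted p = 0.0441). Adjusted over the list alone, 6 were called. Neither this nor a test of the set is independent evidence, since the study chose the list on these samples. As a set, the genes were lower by camera (p = 1.56e-08 with a preset correlation of 0.01), and the direction held with camera's estimated correlation of 0.26 (p = 6.93e-04) and by fry (p = 2.18e-04). The mean of the genes on the log2 scale, relative to SAL–SAL, was −0.47 ± 0.16 (SD, n = 14) in MOR–SAL, below 0 in 14 of 14 libraries. In SAL–SAL it ranged from −2.06 to 0.98 (SD 0.84, n = 11). The difference between the groups was −0.28 without litter 10 and −0.72 without litter 4, the range over litters left out in turn, a check chosen after the values were seen. Without litter 10, Arid5a had a log2FC of −0.74 (edgeR adjusted p = 0.247) and Il6ra an edgeR adjusted p of 0.103, so neither was called. With 1 library or litter left out in turn, Arid5a was called in 41 of 42 fits, but Il6ra in only 14 of 42. Over the 12 alternatives the adjusted p ran from 0.00204 to 0.587 for Arid5a and from 0.0183 to 0.472 for Il6ra. Il6ra was near the detection limit, with 0.385 normalized CPM in MOR–SAL and 2.96 in SAL–SAL.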

A distinct subset of DEGs showed downregulation of immune-related pathways, including cytokine-mediated signaling, T-cell activation, and regulation of cytokine production (**Supplementary Figure 3B, D**).

Beyond immune programs, early-life morphine also altered mRNA levels of genes involved in metabolic pathways in the adult hypothalamus. MOR–SAL animals showed coordinated downregulation of phospholipid biosynthesis, glucose-responsive pathways, carbohydrate metabolism, and thermogenic regulators (**Supplementary Figure 3C**). These metabolic DEGs formed a coherent module, with Z-score–scaled heatmaps revealing consistent repression across biological replicates. Together, these results demonstrate that perinatal morphine induces a multi-layered hypothalamic transcriptional phenotype that encompasses synaptic, immune, and metabolic pathways.

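The heatmap of Supplementary Figure 3C names 57 genes. In the hypothalamus, all 57 had lower RNA in MOR–SAL than in SAL–SAL, with a median log2FC of −0.86 (−4.66 to −0.23). Over all genes tested 22 were called DEGs, and adjusted over the list alone 54 were. The list was chosen by the study on these samples, so neither the latter nor a test of the set is independent evidence. Tested as a set, the list was lower by camera with its preset correlation (p = 9.58e-47), with an estimated correlation of 0.30 (p = 8.97e-05) and by fry (p = 2.18e-05). Averaged over the list for each library and set relative to the SAL–SAL mean, the level was −0.67 ± 0.18 log2 units (SD, n = 14) in MOR–SAL, from −0.87 to −0.21, and below 0 in 14 of 14 libraries. Among SAL–SAL replicates it spread from −1.79 to 1.34 (SD 0.91, n = 11), with 6 of 11 libraries below 0. The lowest SAL–SAL library, 4-3, had 160755 total counts. The difference between the groups, −0.67, was smaller than the SD of SAL–SAL; in checks chosen after the values were seen, it was −0.39 without litter 10 (SAL–SAL libraries 10-1 and 10-3, the highest; SD 0.76, n = 9), −0.91 without litter 4 (SD 0.75, n = 9) and −0.94 without the low-depth libraries 1-1 and 4-3 (SD 0.71, n = 9). Without any other litter it lay between −0.83 and −0.61. Prkcd and Rora of the list are also thalamus marker genes.

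**Figure D3:**
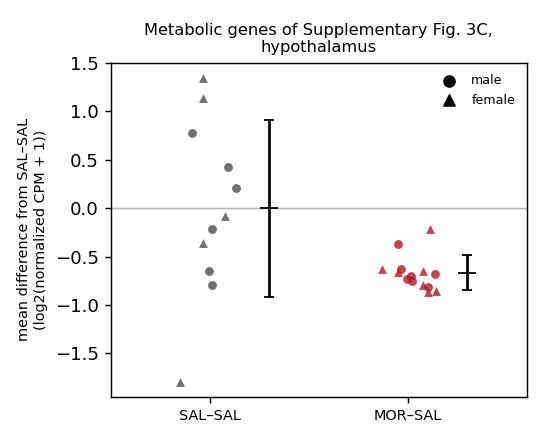
Mean level of the metabolic genes of Supplementary Figure 3C in the hypothalamus, as the difference from the SAL–SAL mean on the log2(normalized CPM + 1) scale (vertical axis), one point per library (circles males, triangles females), with mean and SD as bars. MOR–SAL libraries lie between −0.87 and −0.21, SAL–SAL libraries between −1.79 and 1.34.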

### 2.3 Perinatal morphine-induced transcriptomic remodeling under immune challenge conditions

Early exposure to morphine results in significant modification of H3K27ac, particularly at enhancers following acute immunological challenge, while exerting only minor effects on steady-state transcription. Genome browser views at representative loci showed clear exposure-dependent changes in H3K27ac signal, whereas RNA-seq tracks exhibited relatively few alterations, suggesting that enhancer acetylation and immediate mRNA production are not tightly coupled under immune challenged conditions (**Figure 3A**). At the genome-wide level, direct comparison of MOR–LPS and SAL–LPS conditions identified 1361 differential enhancer peaks and 682 differential promoter peaks, but only 35 DEGs, underscoring a marked disparity between chromatin remodeling and transcriptional output (**Figures 3B, C**). 

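For RNA in the hypothalamus, MOR–LPS (14 libraries, 3036876 to 9227808 total counts) was compared with SAL–LPS (12 libraries, 7673 to 35077048). The quasi-likelihood test called 298 DEGs, 129 higher and 169 lower in MOR–LPS. 231 of them (77.5%) had a mean under 1 CPM. With DESeq2, 70 genes were called (56 higher, 14 lower), of which 47 were shared with the 298. The number fell to 66 without the low-depth libraries, to 3 with the stricter filter on low counts and to 0 in females alone (2941 at an unadjusted p under 0.05). It rose to 740 without a sex term and to 416 with library size as the only scaling, and was 398 with edgeR's bias-adjusted fit, a setting chosen after the values were seen. Leaving out 1 library gave from 2 (without 6-0) to 324 DEGs (without 18-1), and leaving out 1 litter gave from 0 (without litter 14) to 247 (without litter 18). Of the 10 genes labelled in Figure 3C, 10 were called, 7 higher and 3 lower in MOR–LPS. Among the genes higher in MOR–LPS, the smallest adjusted p were those of Susd6 (log2FC 1.20, SE 0.23, edgeR adjusted p = 0.0185), Rprm (2.73, SE 0.56, 0.0306) and Golm1 (2.74, SE 0.57, 0.0346). Susd6 was above the SAL–LPS median in 14 of 14 MOR–LPS libraries. Without library 6-0 its edgeR adjusted p was 0.0528. Rprm lost its call without litter 6 (edgeR adjusted p = 0.0592) and Golm1 without litter 14 (edgeR adjusted p = 0.0641). Over the alternatives, the largest adjusted p of these genes was 0.311 (Susd6). Among the genes lower in MOR–LPS they were 8430419K02Rik, Slc6a5 and Gm12129. 8430419K02Rik was at 0 in 13 of 14 MOR–LPS libraries and averaged 2.00 ± 4.05 normalized CPM in SAL–LPS, and Gm12129, a processed pseudogene, was at 0 in 13 of 14 and averaged 1.47 ± 1.28. Slc6a5 averaged 45.7 ± 116 normalized CPM in SAL–LPS, where 7 of 12 libraries were at 0 and libraries 1-0 and 3-3 had 392 and 139. The paper sets its number of DEGs against its differential H3K27ac peaks, which are not analysed here, and concludes that transcriptional output was small relative to chromatin remodeling.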

Overlap analysis demonstrated negligible concordance among genes linked to altered enhancers, modified promoters, and differentially expressed transcripts, indicating that early-life morphine predominantly alters enhancer-associated regulatory potential during LPS stimulation (**Figure 3E**).

**Figure 3:**
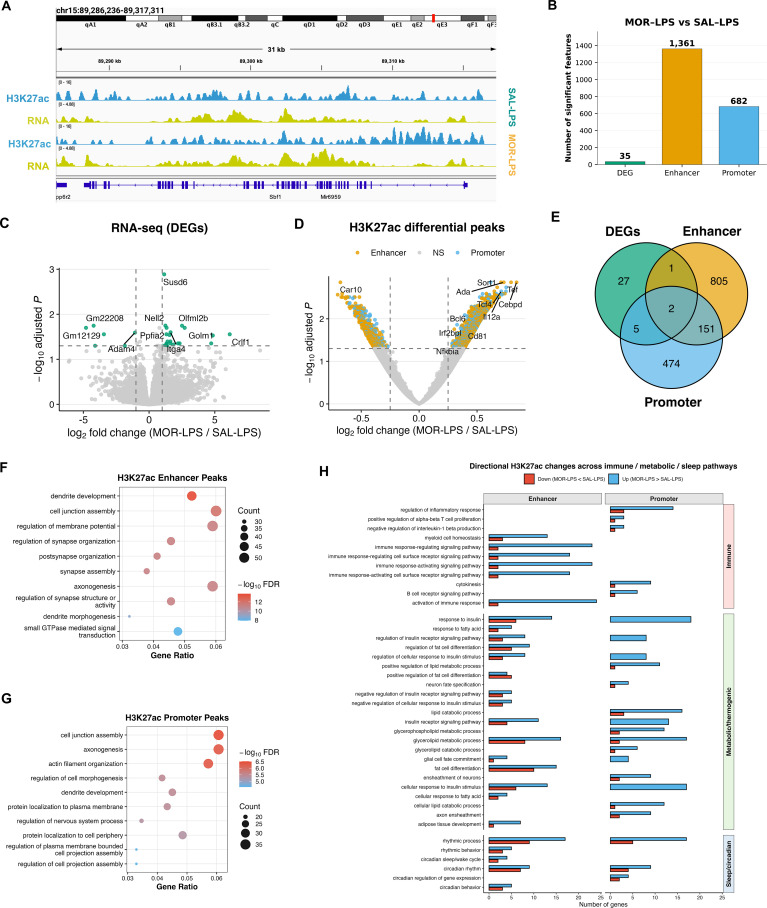
MOR-LPS exposure induces enhancer-dominant chromatin remodeling and metabolic pathway shifts. **(A)** Representative browser tracks showing H3K27ac and RNA-seq signals in SAL–LPS and MOR–LPS conditions. **(B)** Summary of significantly altered features (FDR < 0.05 and |log₂FC| > 0.25), including DEGs, enhancer peaks, and promoter peaks. **(C)** Volcano plot of RNA-seq differential expression (MOR–LPS vs SAL–LPS). **(D)** Volcano plot of differential H3K27ac peaks, separated by enhancer and promoter annotations. **(E)** Venn diagram illustrating overlap among MOR–LPS–responsive DEGs, enhancer-linked genes, and promoter-linked genes. **(F, G)** GO enrichment of differential enhancer and promoter peaks, showing neuronal/synaptic processes at enhancers and membrane-targeting/synaptic localization pathways at promoters. **(H)** Directional Diffpeak changes (FDR < 0.05) across immune, metabolic/thermogenic, and sleep/circadian pathways, showing the number of upregulated (blue) and downregulated (red) genes in MOR–LPS relative to SAL–LPS hypothalamus.

Volcano plot analysis revealed that enhancer-associated peaks exhibited a broad dynamic range of acetylation changes across exposure conditions, whereas promoter-associated peaks showed fewer and more constrained modifications (**Figure 3D**). Functional enrichment analysis of differential enhancer peaks revealed significant associations with axonogenesis, small GTPase signaling, synaptic architecture, and signal transduction, while promoter-associated peaks were enriched for axonogenesis, actin filament organization, and cell junction assembly (**Figures 3F, G**). Directionality analysis across immune, metabolic, and circadian pathways further illustrated divergent patterns of H3K27ac remodeling at enhancers compared with promoters, with immune-related pathways exhibiting particularly pronounced enhancer-level alterations under MOR–LPS relative to SAL–LPS (**Figure 3H**). Collectively, these findings demonstrate that an acute immune challenge produces extensive enhancer-centric chromatin remodeling that is not proportionally reflected in transcriptional output.

Of the 13,788 consensus DiffBind peaks (MOR–LPS vs. SAL–LPS), 2,043 reached FDR<0.05 and |log₂FC| > 0.25 and identified immune-relevant targets including NF-κB pathway loci (*Nfkbia*, *Il12a*), an IRF-family regulator (*Irf2bp*l), and immune co-regulators (Bcl6, Cd81). Notably, *Nfkbia* encodes IκBα, the primary negative regulator of NF-κB, and modest hyperacetylation of the *Nfkbia* promoter (log_2_FC = +0.34, FDR = 0.039) suggests modulation of inhibitory tone rather than classical NF-κB activation. 

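The RNA of Nfkb1, Il6, Irf7, Ifit1, Mx1 and Oas1a was read from the 14 MOR–LPS and 12 SAL–LPS libraries of the hypothalamus. Nfkb1 had 62.7 ± 12.8 normalized CPM (SD, n = 14) in MOR–LPS and 59.1 ± 21.5 (SD, n = 12) in SAL–LPS, a log2FC of −0.02 (SE 0.19, edgeR adjusted p = 1). Irf7 had 5.37 ± 5.40 normalized CPM (SD, n = 14) in MOR–LPS and 5.05 ± 2.90 (SD, n = 12) in SAL–LPS, with a log2FC of −0.18 (SE 0.60, edgeR adjusted p = 0.981). Ifit1 averaged 6.16 ± 5.99 normalized CPM in MOR–LPS and 1.96 ± 1.92 in SAL–LPS (log2FC 1.56, edgeR adjusted p = 0.235). Ifit1 and Oas1a belong to families of similar genes, between which reads could be split. Mx1 (log2FC 1.01, edgeR adjusted p = 0.821) and Oas1a (log2FC 1.01, edgeR adjusted p = 0.782) were at 0 in 8 and 7 of 14 MOR–LPS libraries. Il6 had a count of 0 in every hypothalamic library, so a difference was not detectable at this depth. From a list of 21 inflammatory and interferon-response genes, 20 had enough counts to be tested. 0 of them were called (3 at an unadjusted p under 0.05), and 0 were called when adjusted over the list alone. 15 of the 20 were higher in MOR–LPS, with a median log2FC of 0.80. As a set they were higher by camera (p = 0.00199) and by fry (p = 0.0368), but not with an estimated correlation between genes (p = 0.0579).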

Consistent with this interpretation, several canonical inflammatory and interferon-response loci—including Nfkb1, Il6, Irf7, Ifit1, Mx1, and Oas1a—lacked detectable significant differential H3K27ac peaks in NeuN+ chromatin, consistent with the predominantly non-inflammatory baseline chromatin state of hypothalamic neurons and the absence of classical interferon-stimulated gene induction among the 35 MOR–LPS DEGs. The 67 significant differential peaks in MOR–SAL vs. SAL–SAL annotated primarily to neural and metabolic loci (Pck1, Nos1, Ncor2, Bag3), consistent with the synaptic and metabolic character of the MOR–SAL transcriptomic signature.

Next, we used condition-based contrasts to examine the relationship between baseline chromatin state and stimulus-induced H3K27ac alterations to determine how early-life morphine exposure affects enhancer responsiveness to inflammatory stimulation. For each H3K27ac peak, three complementary comparisons were quantified: (i) baseline differences between exposure conditions prior to immune challenge (MOR–SAL vs SAL–SAL); (ii) the canonical LPS response in saline-reared animals (SAL–LPS vs SAL–SAL); and (iii) LPS-induced responses following early-life morphine exposure, evaluated both within condition (MOR–LPS vs MOR–SAL) and across conditions under identical immune challenge (MOR–LPS vs SAL–LPS) (**Supplementary Figures 4A, B**).

In saline-reared animals, enhancers with slight baseline hyperacetylation in the morphine-exposed group tended to show stronger induction when challenged with LPS. This led to a positive correlation between baseline H3K27ac differences and the normal LPS response, in accordance with the idea that higher basal acetylation indicates a greater response to a stimulus (**Supplementary Figure 4A**). Conversely, in the morphine-exposed condition, baseline H3K27ac levels were negatively correlated with LPS-induced changes. Enhancers with heightened baseline acetylation showed diminished or reversed responses, while hypoacetylated regions exhibited exaggerated induction (**Supplementary Figure 4B**). A comparable inverse correlation was detected when analyzing LPS responses across exposure circumstances under uniform immune stimulation (**Supplementary Figure 4C**).

A direct assessment of LPS-induced H3K27ac alterations across exposure conditions demonstrated a global redistribution of enhancer engagement. Enhancers that were significantly activated by LPS in saline-reared mice generally displayed diminished or negative responses after early-life morphine treatment, whereas sites that were weakly responsive under control circumstances frequently became more inducible (**Supplementary Figure 4D**). Quadrant-based classification of LPS-responsive enhancers indicated that the predominant morphine-associated alterations were response inversions (the direction of enhancer activity is reversed compared to the expected or baseline response), while traditional hyper-activation or hyper-suppression occurred in minor subgroups (**Supplementary Figures 4E, F**).

To delineate the biological programs linked to these morphine-sensitive enhancer classes, GREAT (Genomic Regions Enrichment of Annotations Tool) was utilized on enhancer sets characterized by baseline differences, differential acetylation in response to LPS challenge, and modified LPS responsiveness. Baseline-differential enhancers were predominantly enriched for neural and metabolic pathways, including synaptic architecture, small GTPase signaling, and lipid metabolism. Enhancer sets defined by changes in LPS responsiveness, such as response-inverted and hyper-responsive classes, were more likely to be involved in immune and stimulus-response pathways, including cytokine and chemokine signaling and the regulation of leukocyte-associated processes (**Supplementary Figure 4G**).

Together, these studies demonstrate that early-life morphine exposure modifies inflammatory regulation by altering the correlation between baseline chromatin state and stimulus-induced enhancer activation. Instead of globally inhibiting immune-related regulation, early-life morphine exposure reallocates enhancer involvement within neuronal and immune regulatory networks, leading to a reorganization of immune-responsive regulatory structures after acute inflammatory challenges.

### 2.4 State-dependent rewiring of hypothalamic transcription factor networks following perinatal morphine exposure

Taiji integrates H3K27ac-defined enhancers and RNA-seq expression to construct weighted TF–gene regulatory networks, quantifying TF regulatory influence as a personalized PageRank centrality score (see Methods for full details). GS-TFs were identified by condition-enriched PageRank activity relative to all other conditions.

Perinatal morphine exposure results in condition-specific reorganization of hypothalamic transcription factor (TF) networks (**Figures 4A–F**). To systematically characterize regulatory changes associated with morphine-induced transcriptional and chromatin alterations, we employed Taiji to infer TF–target networks by integrating H3K27ac profiles with RNA expression across all experimental groups. This approach enables simultaneous quantification of TF PageRank centrality, TF expression, and weighted TF–target regulatory edges, offering a network-level perspective of condition-dependent regulatory architecture.

**Figure 4:**
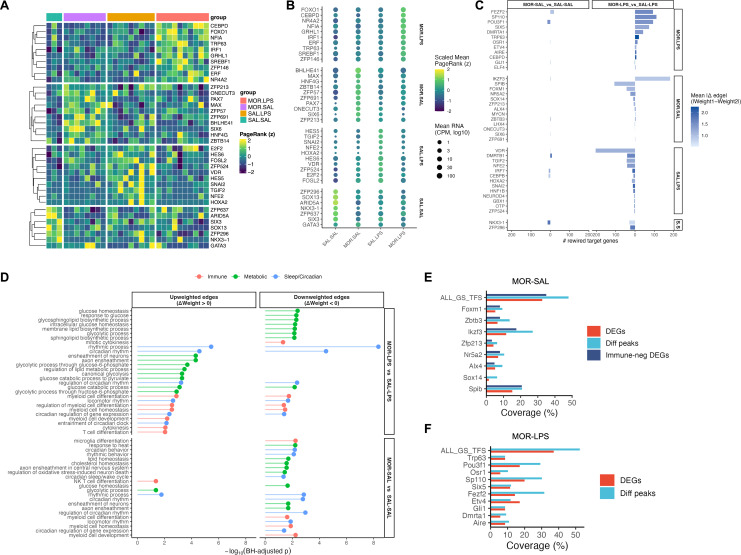
Morphine exposure alters transcription factor regulatory network architecture. **(A)** Heatmap of Taiji transcription factor (TF) activity scores (PageRank z-scores) across four conditions (SAL–SAL, MOR–SAL, SAL–LPS, MOR–LPS). TFs are hierarchically clustered by PageRank profiles; colors indicate scaled TF centrality within condition-specific regulatory networks. **(B)** Summary of TF activity across conditions. Dot color denotes scaled mean PageRank (z-score), and dot size reflects mean RNA expression (CPM, log_10_). TFs are grouped by condition-specific TF sets. **(C)** Network rewiring summary for MOR–SAL vs SAL–SAL and MOR–LPS vs SAL–LPS. Diverging bars show the number of rewired target genes per TF; bar color represents the mean absolute change in edge weight (|Weight_1_ − Weight_2_|). **(D)** Gene Ontology enrichment of rewired target genes. Lollipop plots display enriched immune, metabolic, and sleep/circadian processes among targets of upweighted (ΔWeight > 0) and downweighted (ΔWeight < 0) edges. The x-axis indicates −log_10_(BH-adjusted p value). **(E, F)** Coverage of condition-specific TF target genes in MOR–SAL **(e)** and MOR–LPS **(f)**. Bars indicate the percentage overlap with differentially expressed genes (DEGs), differential peaks, or immune-negative DEGs. “ALL_GS_TFS” denotes the union of group-specific TFs.

Taiji analysis identified largely distinct sets of group-specific transcription factors (GS-TFs) across SAL–SAL, MOR–SAL, SAL–LPS, and MOR–LPS conditions (**Figure 4A**). GS-TFs were defined by condition-specific PageRank z-scores and RNA expression specificity within a shared TF–target backbone. Visualization of PageRank z-scores (**Figure 4A**) and integration with TF RNA abundance (**Figure 4B**) demonstrated substantial reorganization of TF hierarchy in morphine-exposed animals. SAL–SAL samples displayed relatively uniform TF centrality with minimal specialization, whereas MOR–SAL and MOR–LPS conditions exhibited pronounced shifts in both TF ranking and expression. Baseline MOR–SAL GS-TFs included Foxm1, Ikzf3, and Spib, while MOR–LPS GS-TFs included Fezf2, Trp63, and Sp110, indicating recruitment of distinct TF sets at baseline and following immune challenge.

To quantify changes in regulatory wiring, TF–target edges were compared between MOR–SAL vs SAL–SAL and MOR–LPS vs SAL–LPS using Wilcoxon rank-sum tests on Taiji edge percentile ranks. Edges were classified as significantly rewired if they exceeded both an absolute change threshold (|Δ weight| > 0.5) and statistical significance (P < 0.05). For each GS-TF, a rewiring index was calculated as the mean absolute change in edge weight across all significantly rewired targets, together with the total number of rewired edges. Ranking by these metrics identified TFs exhibiting the largest shifts in regulatory connectivity between conditions (**Figure 4C**). In MOR–SAL relative to SAL–SAL, Foxm1, Ikzf3, and Spib showed the highest rewiring indices. In MOR–LPS relative to SAL–LPS, Sp110, Fezf2, and Trp63 exhibited the strongest changes. This indicates condition-dependent redistribution of TF regulatory influence.

Functional annotation of rewired targets was conducted using Gene Ontology (GO) biological process enrichment analysis on pooled target sets, stratified by the direction of edge weight change (upweighted or downweighted) and by comparison (**Figure 4D**). GO terms were categorized into immune, metabolic, and sleep/circadian groups based on keyword matching. In MOR–LPS compared to SAL–LPS, upweighted edges were enriched for metabolic and neuronal processes, including lipid and glucose metabolism, neuronal differentiation, and synaptic organization. Downweighted edges were enriched in immune-related pathways, including cytokine signaling, interferon response, and leukocyte activation. In MOR–SAL compared to SAL–SAL, rewired targets were primarily associated with immune and inflammatory processes, consistent with altered baseline regulatory connectivity in the absence of acute immune stimulation.

To assess the extent to which GS-TF networks capture observed epigenomic and transcriptional differences, we quantified the proportion of differential H3K27ac peaks and DEGs linked to GS-TF–target edges with high Taiji weights (>2). In MOR–LPS, individual GS-TFs, such as Sp110, Fezf2, and Trp63, were associated with substantial fractions of both differential H3K27ac peaks and DEGs (**Figure 4F**), indicating a broad regulatory reach under immune challenge. In the MOR–SAL condition, GS-TFs overlapped with both DEGs and differential H3K27ac peaks, including DEGs outside immune-related gene sets (**Figure 4E**). In contrast, the MOR–LPS versus SAL–LPS comparison showed limited numbers of DEGs despite widespread H3K27ac differences (**Figure 4F**).

High-confidence, condition-specific TF subnetworks were extracted from the global TF–target backbone by applying stringent filtering criteria (edge weight above the 98th percentile, absolute Pearson correlation greater than 0.3, and retention of the top 25 targets per TF). The resulting subnetworks demonstrate that GS-TFs are integrated within a shared enhancer framework but form distinct, state-dependent modules. MOR–SAL subnetworks were enriched for immune-associated TFs and targets, while MOR–LPS subnetworks emphasized targets related to neuronal, metabolic, and stress-associated processes. Collectively, these analyses demonstrate that perinatal morphine exposure leads to state-dependent reorganization of hypothalamic TF network architecture at baseline and following immune challenge.

Genome-wide edge-weight comparisons identified 1,380 significantly rewired edges in MOR–SAL vs. SAL–SAL, versus 10,884 in MOR–LPS vs. SAL–LPS—an approximately eight-fold expansion under immune challenge (**Supplementary Figures 6B, C**). MOR–SAL showed a net loss of connectivity (474 gaining vs. 906 losing edges), consistent with morphine-induced regulatory pruning at baseline; MOR–LPS showed a net gain (7,145 gaining vs. 3,739 losing edges), reflecting large-scale network expansion when immune challenge is superimposed on developmental morphine exposure.

This asymmetry mirrors the broader epigenomic pattern: baseline morphine imprints a focused, pruned regulatory state, while the combination of perinatal morphine exposure and acute immune challenge in adulthood drives a substantially amplified network reorganization.

To identify genes with convergent epigenomic and network evidence, DEGs and DiffBind peaks at FDR < 0.05 were intersected with significantly rewired Taiji edges. In MOR–LPS, eight genes showed both significant differential expression and differential H3K27ac: TCF4/E2-2, MGLL, SORT1, SLC27A1, SBF1, OLFML2B, PSD3, and ABR. 

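In the RNA of MOR–LPS (14 libraries) and SAL–LPS (12 libraries), all 8 genes were higher in MOR–LPS. Over all genes tested 6 were called, and adjusted over the list alone 8, which is not independent evidence since the study picked the genes on these samples. With log2FC, SE and edgeR adjusted p in turn, the called genes besides Tcf4 and Abr were Sort1 (0.74, SE 0.17, 0.0346), Slc27a1 (0.64, SE 0.17, 0.0474), Olfml2b (2.44, SE 0.59, 0.0414) and Psd3 (0.67, SE 0.17, 0.0414). Mgll (1.06, SE 0.32, 0.0719) and Sbf1 (0.54, SE 0.16, 0.0666) were not called. Of the 41 fits that each left out 1 library or litter, Olfml2b was called in 29, Sort1 in 30, Psd3 in 21 and Slc27a1 in 6. The largest edgeR adjusted p in these fits were 0.0877 (Olfml2b, without litter 1), 0.0761 (Sort1, without litter 14), 0.104 (Psd3, without litter 9) and 0.116 (Slc27a1, without litter 16). Leaving out library 1-2 gave Mgll an edgeR adjusted p of 0.0386, and leaving out library 13-2 gave Sbf1 0.0487. With the mean level of cortical marker genes in each library as a covariate, a test chosen after the values were seen, none of the 8 was called and the adjusted p ran from 0.0589 (Slc27a1) to 0.886 (Mgll). All 8 stayed higher in MOR–LPS. The log2FC of Slc27a1 was 0.66 with the covariate, while those of the other genes fell, to between 0.21 (Mgll) and 1.11 (Olfml2b). The marker level goes with MOR–LPS, so this loss cannot be told apart from an exposure effect. The H3K27ac of these genes is not analysed here.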

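Abr lies on chromosome 11 from 76416734 to 76622314 on the minus strand. Its RNA was 414 ± 121 normalized CPM (SD, n = 14) in MOR–LPS and 267 ± 89.7 (SD, n = 12) in SAL–LPS, a log2FC of 0.52 (SE 0.14, edgeR adjusted p = 0.0484), and it was above the SAL–LPS median in 12 of 14 MOR–LPS libraries. Across 12 alternatives it was called in 7, with log2FC from 0.32 to 0.75 and adjusted p from 0.00425 to 0.444. It was called in 6 of 41 fits with 1 library or litter left out, and its edgeR adjusted p was 0.0983 without litter 14.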

Seven showed concordant directionality (upregulated RNA with hyperacetylated H3K27ac regulatory elements); ABR was discordant, with upregulated RNA (log2FC = +0.54) but hypoacetylated associated peaks, suggesting post-transcriptional or indirect mechanisms regulate expression. 

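Tcf4 lies on chromosome 18 from 69343356 to 69689079 on the plus strand. Its RNA was 307 ± 225 normalized CPM (SD, n = 14) in MOR–LPS and 109 ± 59.0 (SD, n = 12) in SAL–LPS, a log2FC of 1.44 (SE 0.31, edgeR adjusted p = 0.0346), and it was above the SAL–LPS median in 13 of 14 MOR–LPS libraries. It was called under 6 of 12 alternatives, with log2FC from 0.94 to 1.65 and adjusted p from 0.00822 to 0.299. It was called in 32 of 41 fits with 1 library or litter left out. The largest edgeR adjusted p in these fits was 0.0658, without litter 16, where its log2FC was 1.19. The level was not evenly high in MOR–LPS. 6 libraries (6-0, 8-3, 14-0, 14-4, 16-0 and 16-2) with a high mean level of the cortical marker genes Slc17a7, Tbr1, Neurod6, Neurod2 and Emx1 (3.80 to 5.59 on the log2(normalized CPM + 1) scale) had 533 ± 145 normalized CPM of Tcf4. The 8 others (marker level 1.04 to 2.21) had 137 ± 44.1. The sets were drawn from the data and are not conditions. They did not overlap in Tcf4 (2-sided exact permutation test over 3003 splits, p = 3.33e-04, 0.00133 after Benjamini-Hochberg adjustment over 8 genes). With the cortical marker level as a covariate, the log2FC of Tcf4 between MOR–LPS and SAL–LPS was 0.48 (edgeR adjusted p = 0.332).

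**Figure D4:**
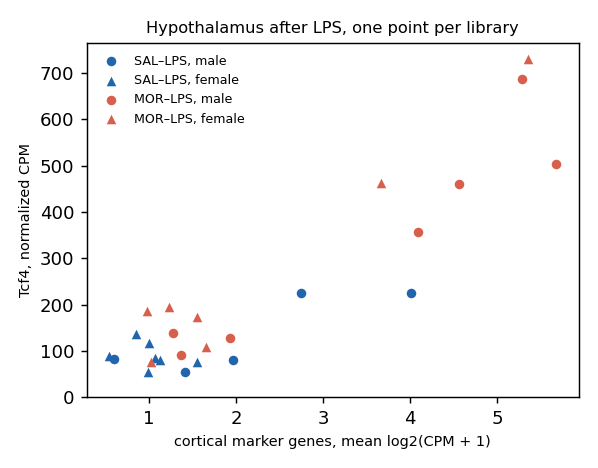
Tcf4 level (vertical axis, normalized CPM) against the mean level of cortical marker genes (horizontal axis, log2(CPM + 1)) in the hypothalamus after LPS, one point per library (circles males, triangles females, blue SAL–LPS, red MOR–LPS). The 6 MOR–LPS libraries with a high marker level have at least 357 normalized CPM of Tcf4, and the 8 others at most 195.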

Among concordant genes, TCF4/E2-2 (also known as E2–2 or ITF2; encoded by Tcf4) exhibited the strongest multi-layer signature: upregulation in MOR–LPS DEGs (log2FC = +1.32, padj = 0.044), association with seven hyperacetylated regulatory elements (DiffBind FDR < 0.05), and receipt of 23 significantly rewired upstream TF–target edges, 22 of which gained weight in MOR–LPS. Because TCF4/E2–2 is a neuronal basic helix-loop-helix transcription factor implicated in neurodevelopmental and synaptic gene regulation, its convergence across RNA expression, chromatin acetylation, and TF-network layers nominates it as a biologically plausible regulator of the MOR–LPS neuronal state. In the MOR–SAL comparison, four genes satisfied the DEG ∩ DiffPeak criterion (BLCAP, LDHA, PLEKHD1, SDK2), none of which had Wilcoxon-significant rewired edges, consistent with more limited chromatin–transcription–network coupling at baseline. These results identify TCF4/E2–2 as the single gene at which all three regulatory layers converge in MOR–LPS, providing a prioritized candidate for mechanistic follow-up studies (**Supplementary Figure 6E**).

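For RNA, Blcap (on chromosome 2 from 157556362 to 157571274 on the minus strand) was 95.8 ± 27.8 normalized CPM (SD, n = 14) in MOR–SAL and 70.1 ± 44.9 (SD, n = 11) in SAL–SAL, a log2FC of 0.50 (SE 0.22, edgeR adjusted p = 0.212). It was above the SAL–SAL median in 13 of 14 MOR–SAL libraries. Plekhd1 (on chromosome 12 from 80692591 to 80724214 on the plus strand) had 13.4 ± 7.84 normalized CPM (SD, n = 14) in MOR–SAL and 31.6 ± 43.5 (SD, n = 11) in SAL–SAL, a log2FC of −1.19 (SE 0.45, edgeR adjusted p = 0.131), yet 12 of 14 MOR–SAL libraries were above the SAL–SAL median, since a few SAL–SAL libraries were far above the rest. Sdk2 (on chromosome 11 from 113776374 to 114067046 on the minus strand) had 75.9 ± 16.2 normalized CPM (SD, n = 14) in MOR–SAL and 109 ± 87.5 (SD, n = 11) in SAL–SAL, a log2FC of −0.55 (SE 0.25, edgeR adjusted p = 0.218). Over the alternatives, the adjusted p ran from 0.0610 to 0.916 for Blcap, from 0.0729 to 0.987 for Plekhd1 and from 0.0442 to 0.951 for Sdk2, which was called without the low-depth libraries. DESeq2 without the low-depth libraries, a fit added after the values were seen, called all of them, with adjusted p of 0.0345, 0.0307 and 0.0169. Without litter 10, the direction of Plekhd1 (log2FC 0.14) and Sdk2 (log2FC 0.08) turned to higher in MOR–SAL. Blcap was called without litter 4 (edgeR adjusted p = 0.0498) and Plekhd1 without litter 1 (edgeR adjusted p = 0.0424). The level of Sdk2 was above the SAL–SAL median in 2 of 14 MOR–SAL libraries.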

### 2.5 Cytokine levels are altered in adulthood following perinatal opioid exposure

Because enhancers drive downstream gene expression, inversion-dominated regulation could reverse or reshape entire transcriptional programs in cells exposed to both LPS and morphine, affecting inflammation and downstream phenotypes. Therefore, we sought to determine whether such reprogramming is manifested at the protein level. We focused on several cytokines known to be altered by opioids, as no specific cytokines were directly highlighted in our sequencing analyses. Cytokine levels were measured in the hypothalamus and spleen to assess both neuroimmune and systemic immune function. Changes in cytokine levels were minimal at PND14. Morphine-treated (MOR) males showed increased levels of IL2 in the hypothalamus and decreased levels of IL1β in the spleen (**Supplementary Figure 7**). MOR females displayed decreased levels of IL15 and IL10 in the hypothalamus and IL6 and IL12p70 in the spleen, and increased levels of IL1β and IL4 in the spleen (**Supplementary Figures 7**). No changes in cytokine levels were observed at PND15 in any tissue in either sex (**Supplementary Figure 7**). In striking contrast, adult MOR males had decreased levels of IL15, IL6, and IL10 in the hypothalamus (**Figure 5A**) and decreased levels of IL15, IL1β, IL6, IL10, and CCL2 in the spleen (**Figure 5B**). Adult MOR females had decreased levels of IL15 and IL10 in the hypothalamus (**Figure 5A**) and decreased levels of IL17a in the spleen (**Figure 5B**). For the complete summary of all cytokines measured, see **Supplementary Tables 2**, **3**.

**Figure 5:**
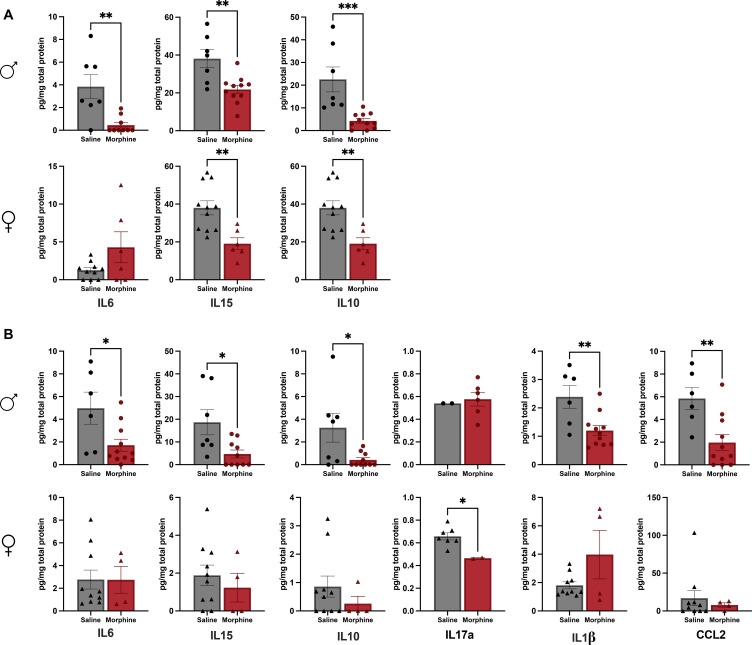
Cytokine levels are altered by perinatal morphine exposure in adulthood. Graphs showing levels of cytokines altered by perinatal morphine exposure in adult males and females. **(A)** Levels of selected cytokines in the hypothalamus in males (upper) and females (lower) **(B)** Levels of selected cytokines in the spleen in males (upper) and females (lower) *p< 0.05; **p< 0.01, ***p<0.001.

### 2.6 Perinatal morphine exposure blunts response to adult immune challenge in males

Next, we sought to investigate whether immune alterations resulting from perinatal opioid exposure impact the systemic response to a future immune challenge in adulthood. Adult mice were injected with LPS, and cytokines were measured in the hypothalamus and spleen 2 hours later to assess the acute inflammatory response. Male MOR-LPS mice showed reductions in levels of IL10 and IL17a in the hypothalamus (**Figure 6A**) and decreased levels of IL10, IFNγ, and TNFα in the spleen (**Figure 6B**) compared to controls. Female MOR-LPS mice had increased IL1β in the hypothalamus (**Figure 6A**) and decreased IL1β in the spleen (**Figure 6B**). For the complete summary of all cytokines measured, see **Supplementary Tables 2** and **3**. We also measured physiological responses to the LPS challenge. This high dose of LPS induces hypothermia in mice, but this effect is significantly reduced in MOR-LPS males compared to the SAL-LPS controls (**Figure 6C**). MOR-LPS males also did not display as drastic LPS-induced weight loss as SAL-LPS mice, though this difference did not reach significance (**Figure 6D**). In contrast, female MOR-LPS mice did not show differences in body temperature or LPS-induced weight loss relative to SAL-LPS females (**Figures 6C, D**).

**Figure 6:**
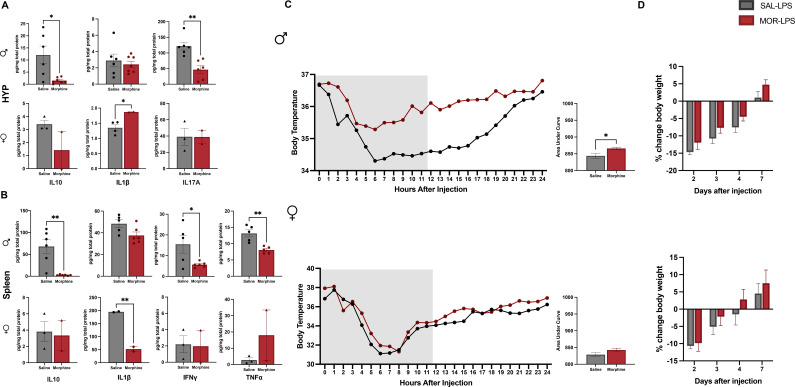
Perinatal morphine exposure blunts response to adult immune challenge. **(A)** Graphs showing cytokine levels 2 hours following injection with LPS in the hypothalamus in males (upper) and females (lower) **(B)** Graphs showing cytokine levels 2 hours following injection with LPS in the spleen in males (upper) and females (lower) **(C)** Core body temperature measurements in the 24 hours following LPS administration in males (upper) and females (lower), calculated area under the curve shown in corresponding bar graph **(D)** Percent change in body weight measured over a week following LPS administration in males (upper) and females (lower) For all graphs, saline bars shown in gray and morphine bars shown in red. Circles= males and triangles= females. *p< 0.05; **p< 0.01.

### 2.7 Perinatal morphine exposure alters physiological properties in adult males

Several baseline-differential enhancers were predominantly enriched for neural and metabolic pathways when comparing morphine (MOR) and saline (SAL) conditions, prompting us to investigate persisting physiological effects of perinatal morphine exposure. We measured several physiological characteristics, including changes in body weight, body temperature, activity, and sleep. MOR males weigh less than SAL controls in adulthood and display an overall reduction in basal core body temperature (**Figures 7A, B**). MOR females do not have a significant difference in body weight or core body temperature (**Figures 7A, B**). MOR males show a reduction in average activity score in the dark cycle and increased total sleep time (**Figures 7C, D**), but MOR females do not show any changes in activity or sleep (**Figures 7C, D**).

**Figure 7:**
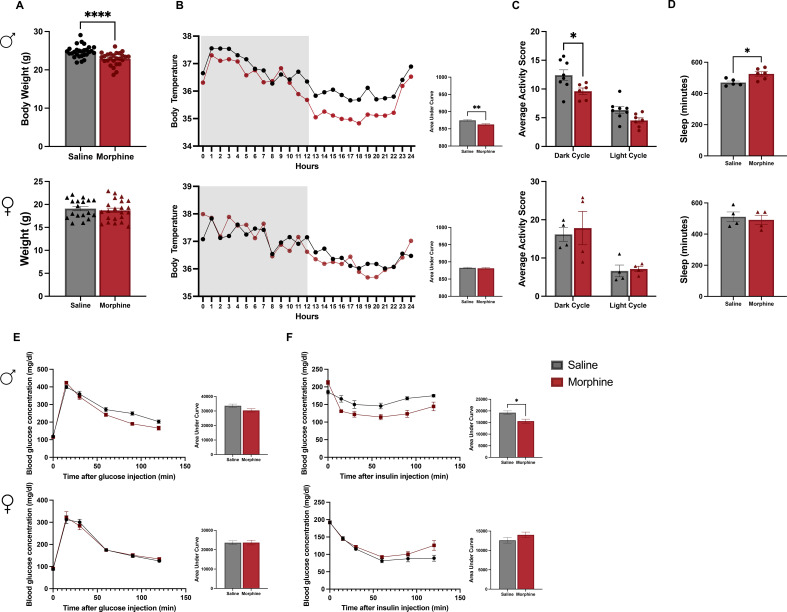
Perinatal morphine exposure alters physiology and insulin response in adult males **(A)** Morphine males weighed less than saline controls in adulthood (upper), though morphine females did not show a significant difference in body weight (lower) **(B)** Both morphine males had decreased core body temperature throughout the light cycle (upper), but morphine females did not (lower). Calculated area under the curve shown in corresponding bar graph **(C)** Morphine males showed a reduction in average activity score in the dark cycle (upper), but females did not display any differences in activity level (lower) **(D)** Morphine males showed an increase in total sleep time (upper), but morphine females did not show any changes in sleep (lower) **(E)** Blood glucose concentrations following glucose injection in GTT in males (upper) and females (lower) **(F)** Blood glucose concentrations following insulin injection in ITT in males (upper) and females (lower) For all graphs, saline bars shown in gray and morphine bars shown in red. Circles= males and triangles= females. *p< 0.05; **p< 0.01.

### 2.8 Perinatal morphine exposure alters glucose response

Multiple H3K27ac promoter peaks identified in our sequencing studies were located at genes involved in glucose metabolism (**Figure 2**; **Supplementary Figure 4**). To investigate if these transcriptomic changes translated into broader physiological responses, we conducted glucose tolerance test (GTT) and insulin tolerance test (ITT). Male MOR mice do not differ from controls in the GTT (**Figure 7E**) but have significantly lower blood-glucose concentrations during the ITT, indicating an enhanced response to insulin (**Figure 7F**). MOR females do not differ from controls in the GTT or the ITT (**Figure 7**).

## 3 Discussion

Infants exposed to opioids *in utero* are at high risk for developing Neonatal Opioid Withdrawal Syndrome (NOWS). However, environmental factors and challenges in conducting long-term clinical studies have hindered the identification of lasting effects. While rodent models can mimic acute withdrawal and developmental delays observed in human NOWS, consistent long-term phenotypes are rarely reproduced, with many studies showing no enduring effects altogether (9). These inconsistencies have made it difficult to elucidate long-term phenotypes. Further, it is possible that there are latent phenotypes induced by perinatal opioid exposure that only arise once a secondary stressor has been introduced. A small number of studies have begun to investigate these potential effects, including outcomes arising from future traumatic brain injury (11) or adolescent nicotine exposure (10). Thus, in the present study, we sought to employ a high-level, hypothesis-generating screening approach to identify potential biological systems that are affected by perinatal morphine exposure directly or that may be rendered vulnerable to other stimuli following opioid exposure. As detailed above, we discovered significant epigenetic and transcriptomic changes in immune and metabolic pathways, and prioritized studying phenotypes associated with these systems.

Opioids are immunomodulators, acting both systemically and within the central nervous system (19). There is evidence that perinatal opioid exposure can alter the immune system and cause upregulation of microglia and a release of pro-inflammatory cytokines within the central nervous system (20–24). Clinical studies corroborate these data, showing that infants exposed to opioids *in utero* have increased rates of infection and hospitalization (25). Still, the extent of this immune dysfunction, as well as the molecular mechanisms underlying the relationship between perinatal exposure and the immune system, have yet to be fully characterized.

In the present study, we identify significant downregulation of immune-related pathways, including cytokine-mediated signaling. Further, perinatal morphine exposure alters the transcriptional landscape such that there are distinct alterations in responses to an immune challenge, specifically within chromatin remodeling. Taken together, our data indicates that early-life opioid exposure installs a stable baseline H3K27ac imprint at hypothalamic enhancers, selectively attenuates synaptic and metabolic transcriptional programs, and suppresses basal immune gene expression. This reconfigured landscape has broader consequences, as it significantly alters the transcriptional response to an immune challenge by LPS in adulthood. This framework supports a model in which perinatal morphine lowers basal hypothalamic immune function while reconfiguring the enhancer architecture that interprets inflammatory stimuli, leading to redistributed, and often inverted, patterns of LPS-induced activity across synaptic and immune regulatory networks. Within these studies, multiple mice per litter were treated as individual variables. We acknowledge that utilizing this approach without variance correction for litter effects is a potential limitation of our bioinformatic approach, and that some identified target genes could represent litter-driven effects. However, animals were distributed across 36 litters (8–11 per condition), and the consistency of effects across multiple immune and metabolic pathways provides confidence in the biological relevance of our findings.

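The deposited labels give each animal's litter. Over the RNA-seq libraries they name 18 litters, 8 with saline and 10 with morphine exposure, and 7 litters contributed to SAL–SAL, 10 to MOR–SAL, 8 to SAL–LPS and 10 to MOR–LPS. After removing condition and sex, the correlation between libraries of 1 litter exceeded that between libraries of different litters by −0.0319 in the hypothalamus (permutation p = 0.828), −0.0241 in the hippocampus (permutation p = 0.622), −0.00812 in the PFC (permutation p = 0.281) and 0.0448 in the striatum (permutation p = 0.0480). These 1-sided tests permuted litters within exposure, and after adjustment over the 4 regions the smallest p was 0.192. The correlation within litters estimated in limma-voom was −0.0489 in the hypothalamus and 0.0288 in the striatum. With it in the fit, 11 hypothalamic genes were called in MOR–SAL vs SAL–SAL and 174 in MOR–LPS vs SAL–LPS. No limma-voom fit without it was run, so the difference from the edgeR numbers cannot be credited to litter. With counts summed over the libraries of a litter within a condition, so that each litter counts once, 198 hypothalamic genes were called in MOR–SAL vs SAL–SAL, 150 of them also called with single libraries, and 1 in MOR–LPS vs SAL–LPS. The fit of these sums had no sex term.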

The enrichment of GO pathways and TFs associated with immune function prompted us to quantify cytokine levels to better understand how these transcriptional changes manifest at higher levels. We measured cytokine levels at PND14 (while mice are in an opioid dependent state) and at PND15 (during spontaneous opioid withdrawal), and in adulthood. Though alterations in cytokine levels are mild at PND14, the few changes present, primarily the increase in proinflammatory IL2 in males and decrease in anti-inflammatory IL10 in females, are indicative of early life hyperinflammation (**Supplementary Figure 7**). At PND15, there are no changes in cytokines in any tissue, indicating that the withdrawal period may normalize the changes initially induced by perinatal morphine exposure. This may be due to the involvement and recruitment of glia during neonatal opioid withdrawal (26), which can further alter cytokine levels (27, 28), and, thus, would effectively reverse any initial changes induced by morphine alone.

The relatively mild alterations observed at PND14/15 are in stark contrast to the large number of cytokines that are suppressed in adulthood, suggesting that early-life epigenetic effects become augmented throughout development. Levels of multiple cytokines are also suppressed following LPS administration. These changes are particularly striking in the spleen, indicating that the peripheral immune system may be more vulnerable to the effects of perinatal morphine. Across multiple tissues and timepoints, levels of IL10 and IL1β are consistently altered by morphine. These specific cytokines can be used to guide more targeted studies into the immunomodulatory effects of perinatal morphine.

The immunosuppression observed at the transcriptional and molecular levels further manifests as alterations in physiological response to an immune challenge. Morphine-exposed male mice do not display as severe of a hypothermic response that would be typical of the high dose of LPS used in this study (29), nor do they exhibit as drastic LPS-induced weight loss in the period following injection. We hypothesize that the early-life inflammation induced by perinatal morphine leads to a compensatory, immunosuppressed phenotype in adulthood. Other studies have shown that a neonatal immune challenge can induce lasting alterations to innate immunity, culminating in an attenuated immune response in adulthood (30–33). This study is the first to characterize the impact of perinatal opioid exposure on immune function, identifying alterations at the transcriptomic, molecular, and physiologic levels, in both early-life and adulthood, and under basal and immune-challenged conditions— all within the same opioid exposure paradigm. Taken together, these data indicate that perinatal morphine suppresses baseline immune function, which can impact future responding to an immune challenge.

Opioids can affect several physiologic properties, including weight, sleep, thermoregulation, glucose metabolism, and hormone release, which may, in part, contribute to metabolic disorder in patients with opioid use disorder (34–36). Impaired physiologic development following perinatal exposure has been well established in both clinical studies and in animal models in neonates (9, 37, 38), but more specific effects of opioid-induced metabolic dysfunction in neonates, as well as potential persisting effects, have yet to be established (39). Our sequencing studies identified alterations in metabolic pathways, prompting further investigation into potential dysfunction of this system. Gene ontology analysis of MOR–SAL DEGs demonstrated coordinated downregulation of pathways involved in synaptic organization, postsynaptic signaling, and phospholipid/glycerophospholipid metabolism, indicating broad suppression of synaptic and metabolic gene programs. Physical measurements corroborate these findings, as male mice exposed to morphine in the perinatal period have lower body weights in adulthood. These mice also display lower core body temperatures, have decreased activity, and increased sleep. The improved insulin sensitivity, shown in **Figure 7F**, is likely the consequence of reduced weight in these mice.

Guided by our transcriptomic and epigenomic studies, we utilized molecular assays and assessed physiologic changes to further explore the effects of perinatal opioid exposure on immune functioning and metabolism. Mice were examined both under basal conditions and following an immune challenge, enabling interrogation of morphine’s enduring effects on both resting-state and in response to an inflammatory ‘secondary stressor’. This integrative strategy allows for the identification of enhancer remodeling, transcriptional reprogramming, and transcription factor network alterations to better understand how early-life opioid exposure reshapes immune and metabolic development and produces lasting physiological consequences.

## 4 Materials and methods

### 4.1 Animals

Male and female C57Bl/6NTac mice (referred to as B6 throughout; Taconic, Hudson, New York) were bred at the University of Pennsylvania. Upon weaning, mice were group-housed (3-5/cage) with ad libitum access to food and water under a 12-h light/dark cycle (lights on at 0700). All procedures were approved by the University of Pennsylvania Animal Care and Use Committee and were in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Animals were distributed across 36 distinct litters (SAL-SAL: 8, MOR-SAL: 11, SAL-LPS: 8, MOR-LPS: 9); all litters contained more than one offspring. Perinatal treatment was assigned at the dam level; adult immune challenge was assigned at the individual animal level after weaning. Litter was not included as a model covariate because it is nested within perinatal condition (the MOR and SAL litter pools are entirely non-overlapping in the primary contrasts), making litter collinear with condition. Detailed sample composition and sex ratios are provided in **Supplementary Table 1**. The statistical unit is the individual animal.

### 4.2 Drugs

Morphine sulfate was obtained from NIDA Drug Supply (Research Triangle Park, NC) and dissolved in 0.9% saline.

### 4.3 Perinatal morphine exposure paradigm

Mice were exposed to morphine throughout gestation and for the first two postnatal weeks. This model delivers opioid exposure for the equivalent of the entirety of three trimesters of a human pregnancy and produces developmental delays and spontaneous opioid withdrawal upon cessation of morphine (18). Briefly, 8-12-week-old female mice were implanted with osmotic minipumps (model 1004; Alzet, Cupertino CA) delivering either morphine (10 mg/kg/day) or saline and then co-housed with a drug-naïve male to mate. Within 4–8 hours after birth, pups were transferred to a drug-naïve surrogate dam. Third trimester equivalent exposure began on the evening of postnatal day 1 (PND1) and continued until the morning of PND14. Morphine was delivered at a dose of 10 mg/kg in a volume of 10 mL/kg and administered subcutaneously twice daily at 9:00 AM and 5:00 PM. The last injection of morphine was given on the morning of PND14. Following the final morphine injection, mice underwent spontaneous opioid withdrawal. Control mice received saline in an equal injection volume. A total of 4 distinct cohorts were used for transcriptomic, molecular, and behavior analysis, with each mouse used as an individual sample.

### 4.4 Tissue collection

To study the effects of perinatal morphine on cytokine levels, tissue was collected at distinct timepoints from separate cohorts in the early postnatal period (PND14 and PND15) and in adulthood. The PND14 samples were collected 2 hours following the final morphine injection to capture the effects of the morphine-dependent state, while the PND15 samples were collected 24 hours after the final injection, during spontaneous opioid withdrawal. This yielded two experimental groups in the early postnatal stage: saline controls (SAL) and morphine exposed mice (MOR). To study persisting transcriptomic and molecular effects of perinatal opioid exposure, quantification of cytokine levels and RNA-seq/ChIP-seq was performed in tissue collected from a separate cohort of adult mice, assessed both at baseline and in response to an immune challenge. Tissue was collected at 2 hours following an injection of saline or LPS, resulting in four experimental groups for adult measurements: saline controls +/- LPS (SAL-SAL and SAL-LPS) and morphine mice +/- LPS (MOR-SAL and MOR-LPS). PFC, hippocampus, hypothalamus, striatum, and spleen were collected by gross dissection in all mice. Samples were flash-frozen after excision and stored at -80 °C until processed. For overview of experimental groups, see Experimental Timeline, **Supplementary Figure 1**.

### 4.5 Chromatin profiling (MOWChIP-seq)

#### 4.5.1 Nuclei isolation and sorting

Bilateral punches (2.0 mm) were collected from the PFC, hippocampus, and striatum and two adjacent punches from hypothalamus, rapidly frozen, and stored at –80 °C until use. To prevent the potential batch effect, all tissue samples were randomized prior to processing. Nuclei were isolated using a cold extraction buffer, homogenized with a Dounce tissue grinder, filtered (40 µm), and pelleted by centrifugation, followed by iodixanol gradient centrifugation (17, 40, 41). Nuclei were resuspended and immunolabeled with anti-NeuN antibody conjugated to Alexa Fluor 488 (MAB377X, EMD Millipore) at 4 °C for 1 h. NeuN+ fraction was sorted using FACS (BD Biosciences).

#### 4.5.2 MNase digestion and chromatin immunoprecipitation

Approximately 10,000 NeuN+ nuclei from a single animal were used to produce one independent ChIP-seq library per animal per brain region (one biological replicate per library). Nuclei were lysed and digested with MNase (88216, Thermo Fisher) in the presence of CaCl_2_, and the reaction was quenched with EDTA. Fragmented chromatin was collected from the supernatant after centrifugation. For each MOWChIP assay, 5 µL of protein A Dynabeads (10001D, Thermo Fisher) were coupled with 0.125 µg of H3K27ac antibody (39135, Active Motif), and immunoprecipitation was performed using the previously established MOWChIP-seq protocol (15–17). Sex composition of ChIP-seq samples per condition and region is provided in **Supplementary Table 1**.

#### 4.5.3 Library construction and sequencing

Purified ChIP DNA (from ~10,000 nuclei) and input DNA (from ~2,000 nuclei) were used for library construction. Libraries from the PFC were prepared using the xGen™ 2S DNA Library Prep Kit (10009877, IDT), whereas libraries from hippocampus, hypothalamus, and striatum were prepared using the ThruPLEX DNA-Seq kit (R400674, Takara Bio). Library fragment size was checked using High Sensitivity DNA Analysis Kit (5067-4626, Agilent) on a TapeStation System (G2992AA, Agilent), and primer-dimers were removed using SPRIselect beads purification. Libraries were pooled based on the concentrations quantified by a KAPA Library Quantification Kit (4824, Roche). Sequencing was performed on an Illumina NovaSeq X Plus platform (paired-end 150 nt, ~15 million reads/library).

#### 4.5.4 ChIP-seq data processing and differential analysis

Adapters and low-quality bases were trimmed using Trim Galore (v0.6.7). Reads were aligned to the *Mus musculus* mm10 reference genome with Bowtie2 (v2.4.5) (42), and PCR duplicates were removed using SAMtools (v1.15.1) (43). Reads overlapping ENCODE mm10 blacklist regions were excluded with BEDTools subtract (v2.30.0) (44). Genome-wide coverage profiles were generated with bedtools genomecov and converted to BigWig format with bedGraphToBigWig (45). Peak calling was performed with MACS2 (v2.2.7.1; parameters: -q 0.05 -g mm) (46).

Differential peak analysis was performed separately for each brain region. To enable consistent quantification across replicates and conditions, a unified consensus peak set was constructed in DiffBind (v3.10.1) using condition-aware peak merging. Peaks were retained if present in at least 50% of samples across all conditions, and consensus peaks overlapping ENCODE mm10 blacklist regions were removed prior to downstream analysis.

Read counts were quantified over the blacklist-filtered consensus peak set using DiffBind (dba.count) with summarizeOverlaps. Peaks were filtered for robust coverage using a condition-aware criterion: a peak was retained if it contained ≥15 reads in at least 80% of samples within any experimental condition. The filtered peak set was re-quantified and used for all differential analyses. Library-size normalization and dispersion estimation were performed using DESeq2 as implemented in DiffBind.

Differential H3K27ac peaks were identified using DESeq2-based testing via DiffBind (dba.analyze) for prespecified contrasts, including MOR–SAL vs SAL–SAL (baseline exposure effect), MOR–LPS vs SAL–LPS (exposure effect under immune challenge), and within-condition LPS responses where indicated. Unless explicitly stated otherwise, peaks were considered differentially acetylated at FDR < 0.05 (Benjamini–Hochberg). Where indicated, an additional effect-size filter (|log2FC| > 0.25) was applied. Complete differential binding reports were generated for each comparison using dba.report (threshold = 1) and exported as CSV files for downstream annotation. Effect sizes are reported as DESeq2 log2 fold changes. The DiffBind/DESeq2 design formula was ~sex + condition. Litter was not included as a covariate because it is nested within perinatal condition (see §4.1). The statistical unit is the individual animal.

Differential peaks were annotated to genomic features using ChIPseeker (v1.36.0) with gene coordinates from TxDb.Mmusculus.UCSC.mm10.knownGene. Each peak was assigned to the nearest annotated feature (promoter, intron, exon, 3’ UTR, 5’ UTR, or distal intergenic region). Promoter-associated peaks were defined as overlapping the TSS ± 1 kb; all remaining peaks were classified as enhancer-like (non-promoter) H3K27ac peaks. Genes associated with significant peaks were subjected to Gene Ontology (Biological Process) enrichment analysis using clusterProfiler (v4.8.3) with a hypergeometric test; P values were adjusted using the Benjamini–Hochberg method.

### 4.6 RNA-seq

#### 4.6.1 RNA-seq library preparation

Approximately 5,000 NeuN+ nuclei from a single animal were used to produce one independent RNA-seq library per animal per brain region (one biological replicate per library). Nuclear RNA was extracted with the RNeasy Mini Kit (74104, Qiagen) and RNase-Free DNase Set (79254, Qiagen). RNA-seq libraries were constructed using a modified Smart-seq3 protocol (47, 48) combined with a tagmentation-based approach adapted from ATAC-seq, employing custom annealed P5/P7 adapters loaded onto Tn5 transposase (Diagenode). Tagmented cDNA was PCR-amplified with KAPA HiFi ReadyMix and barcoded primers. Library fragment size was checked using the High Sensitivity DNA Analysis Kit (5067-4626, Agilent) on a TapeStation (G2992AA, Agilent), and primer-dimers were removed with SPRIselect beads. Libraries were quantified with the KAPA Library Quantification Kit (4824, Roche), pooled, and sequenced on an Illumina NovaSeq X Plus (paired-end 150 nt, ~15 million reads/library). Sex composition of RNA-seq samples per condition and region is provided in **Supplementary Table 1**.

#### 4.6.2 RNA-seq data processing and differential expression analysis

Sequencing reads were trimmed for adapters and quality using Trim Galore (v0.6.7) and aligned to the *Mus musculus* mm10 reference genome with STAR (v2.7.10a) (49). Gene-level counts were obtained using STAR with --quantMode GeneCounts and validated with HTSeq-count (v0.12.4) (50) against the GENCODE vM25 annotation. Genes with a total count ≤10 across all samples were removed prior to analysis. Differential expression was performed using DESeq2 (v1.40.2) (51) separately for each brain region; the design formula was ~sex + condition (four-level: SAL-SAL, MOR-SAL, SAL-LPS, MOR-LPS). Litter was not included as a covariate because it is nested within perinatal condition (see §4.1). The statistical unit is the individual animal. Pairwise contrasts were performed between MOR–SAL vs. SAL–SAL and MOR–LPS vs. SAL–LPS. Significance was defined at FDR < 0.05 (Benjamini–Hochberg). Significant DEGs were divided into upregulated (log_2_FC > 0) and downregulated (log_2_FC < 0) subsets. Functional enrichment of Gene Ontology biological process terms was performed using clusterProfiler (v4.8.3) (52).

### 4.7 Transcription factor regulatory network inference (Taiji)

Transcription factor (TF) regulatory influence was assessed using Taiji (v1.2.0) (53), Taiji constructs weighted TF–target gene networks by integrating two independent evidence sources: (i) presence of a TF binding motif within H3K27ac-marked enhancer regions proximal to target gene loci, and (ii) positive correlation between TF and target gene expression across biological replicates within each condition. TF influence was quantified as a personalized PageRank score reflecting network centrality; raw PageRank scores were z-score normalized per condition (mean=0, SD = 1) and capped at ±2 to limit outlier influence. Group-specific TFs (GS-TFs) were defined as TFs with condition-elevated PageRank z-scores identified by unpaired t-test (p < 0.05, |log_2_FC| ≥ 0.5) in one condition versus all others, with an additional RNA expression filter requiring detectable expression (>0 counts in ≥20% of samples within the target group). High-confidence TF–target edges were retained using a 98th percentile edge weight filter combined with an absolute Pearson expression correlation >0.3; the top 25 targets per TF were retained for network visualization. TF–target edge weights were compared between conditions using Wilcoxon rank-sum tests (p < 0.05, |Δweight| > 0.5); the rewiring index was calculated as the mean absolute change in edge weight across all significantly rewired targets. Taiji required matched QC-pass RNA-seq and ChIP-seq libraries; the hypothalamus analysis used 30 samples (SAL-SAL n=3, MOR-SAL n=8, SAL-LPS n=9, MOR-LPS n=10; sex composition provided in **Supplementary Table 1**).

### 4.8 Computational environment

All analyses were performed on a high-performance computing cluster (CentOS Linux, Slurm scheduler). Preprocessing and alignments were executed with Bash-based pipelines. Statistical analyses were conducted in R v4.3.2.

### 4.9 Cytokine measurements

Levels of select cytokines of interest were measured in the hypothalamus and spleen in the early postnatal period and in adulthood (at baseline and following LPS administration). The tissue samples were mechanically homogenized in 150-180 μL of phosphate-buffered saline (PBS) at pH 7.2, and an equal volume of Cell Lysis Buffer 2 (R&D Systems, Minneapolis, MN) was added. The samples were incubated for 30 minutes at room temperature with gentle shaking, then centrifuged at 13,000 g for 20 minutes at 4 °C. The supernatants were removed to a fresh 1.5 mL Eppendorf tube and immediately assayed by the Pierce BCA Protein Assay (Thermo Scientific, Rockford, IL) to obtain their mg total protein/ml values. The extracts were stored at -80 °C. A custom Milliplex^®^ MAP Mouse Cytokine/Chemokine Magnetic Bead Panel Luminex^®^ assay (MilliporeSigma, Burlington, MA) containing analytes for IL-15, IFNγ IL-1β, IL-2, IL-6, IL-10, IL12p70, IL-17A, CCL2/MCP-1, and TNFα was used. All extracts were run in duplicate, and the assay was run according to the kit enclosed instructions. The assay was read on a BioRad BioPlex^®^100 Luminex^®^ reader (BioRad Laboratories, Hercules, CA), using BioPlex^®^ Manager 6.1 software. The cytokine concentration values obtained, at pg/ml extract, were divided by their respective mg total protein/ml values to obtain pg/mg total protein values for each analyte.

### 4.10 Body temperature

Mice were exposed to the morphine exposure paradigm as previously described, then aged into adulthood without any further drug exposure. At 8–12 weeks, several physiologic tests were conducted. Telemetry implants (G2 E-Mitter, VitalView; STARR Life Sciences) were surgically implanted into the abdominal cavity of mice and were used for continuous monitoring of core body temperature. Mice were allowed to recover for a week before testing. Mice were single housed throughout testing. Data were collected for 24 hours following the start of the dark cycle. Collected data was binned into hour long segments for data analysis. Analysis was completed using VitalView Telemetry software (STARR Life Sciences).

### 4.11 Activity and sleep measurements

Mice were individually housed in fresh cages at the start of their light cycle. Their activity and sleep were monitored continuously using the COMPASS system, which employs overhead infrared sensors to detect movement. Activity was scored from 0–100 for every 10-second bin, representing the percentage of time spent moving. Activity score was calculated by averaging activity score for both light and dark cycles. Periods of extended inactivity (≥40 seconds) were classified as sleep, a metric validated against EEG recordings (54). A custom Python script identified these sleep bouts from the raw data. Sleep measurements were binned by light cycle and added together to determine cumulative sleep time for all light cycles.

### 4.12 Glucose tolerance test and Insulin tolerance test

In the GTT, mice were fasted for 16 hours (5:00 pm to 9:00 am) then given an i.p. injection of 2 mL/kg of 20% glucose. Blood glucose measurements were taken at 15 min, 30 min, 60 min, 90 min, and 120 min following injection. In the ITT, mice were given an i.p. injection of 1 U insulin/kg. Blood glucose measurements were taken at 15 min, 30 min, 60 min, 90 min, and 120 min following injection.

### 4.13 LPS administration and assessment of sickness behavior

A separate cohort of mice underwent the perinatal opioid exposure paradigm as previously described, then aged into adulthood without any further drug exposure. At 8–12 weeks, these mice were used to assess response to an immune challenge. To measure core body temperature, mice were surgically implanted with telemetry devices as previously described. After 2 days of recovery, mice were singly housed in a new room for analysis with COMPASS software and acclimated for 3 days prior to testing. Lipopolysaccharide (LPS) derived from *E. coli* O55:B5 (mdbioproducts; MDLPS5-0) was reconstituted using sterile 1x PBS. Mice were given an injection of LPS (2 mg/kg, i.p.) or saline approximately one hour into their dark cycle. A subset of mice was killed 2 hours after LPS administration to assess acute immune response. Remaining mice were used to study systemic immune response (temperature, sleep, activity) for 3 days following LPS injection. Body temperature was assessed using VitalView software, and sleep and activity levels were measured using the COMPASS system, as described above.

For overview of all experiments, see **Supplementary Figure 1**.

### 4.14 Statistical analysis

Results are expressed as mean ± SEM. The individual animal is the statistical unit for all analyses; technical processing steps do not constitute independent biological replicates. Litter was not included as a model covariate in sequencing analyses because it is nested within perinatal condition (see 4.1). The comparability among experimental conditions was assessed by a two-tailed unpaired or paired Student’s t-test, one-way analysis of variance (ANOVA), or two-way ANOVA as appropriate. For analysis of body temperature, GTT, and ITT, area under the curve (AUC) was calculated, followed by an unpaired t-test. When F achieved minimal statistical significance, the Tukey *post hoc* test was used for multiple comparisons. For all experiments, data were considered significant if p < 0.05. Outliers were determined using the Grubb’s Test (GraphPad Prism), with alpha < 0.05 used as cutoff for outliers. Dams were randomly assigned to receive morphine or saline. Experimenters were blinded to treatment groups during all data analysis. Males and females were combined for all sequencing studies but analyzed separately for all other molecular and behavioral studies. Data analysis was performed using Prism software (GraphPad Prism Version 10.2.2, Boston, MA, USA).

## Data Availability

ChIP-seq and RNA-seq data have been submitted to GEO under accessions GSE332794 (H3K27ac ChIP-seq) and GSE332798 (RNA-seq). All other data are available in the main text or the **Supplementary Materials**.

# Supplementary material for: Perinatal morphine exposure induces chromatin and transcriptomic remodeling to alter immune and metabolic function
**Source:** Front Immunol. 2026 Jul 6;17:1835359. doi: 10.3389/fimmu.2026.1835359
**Supplement:** Supplementary file 1

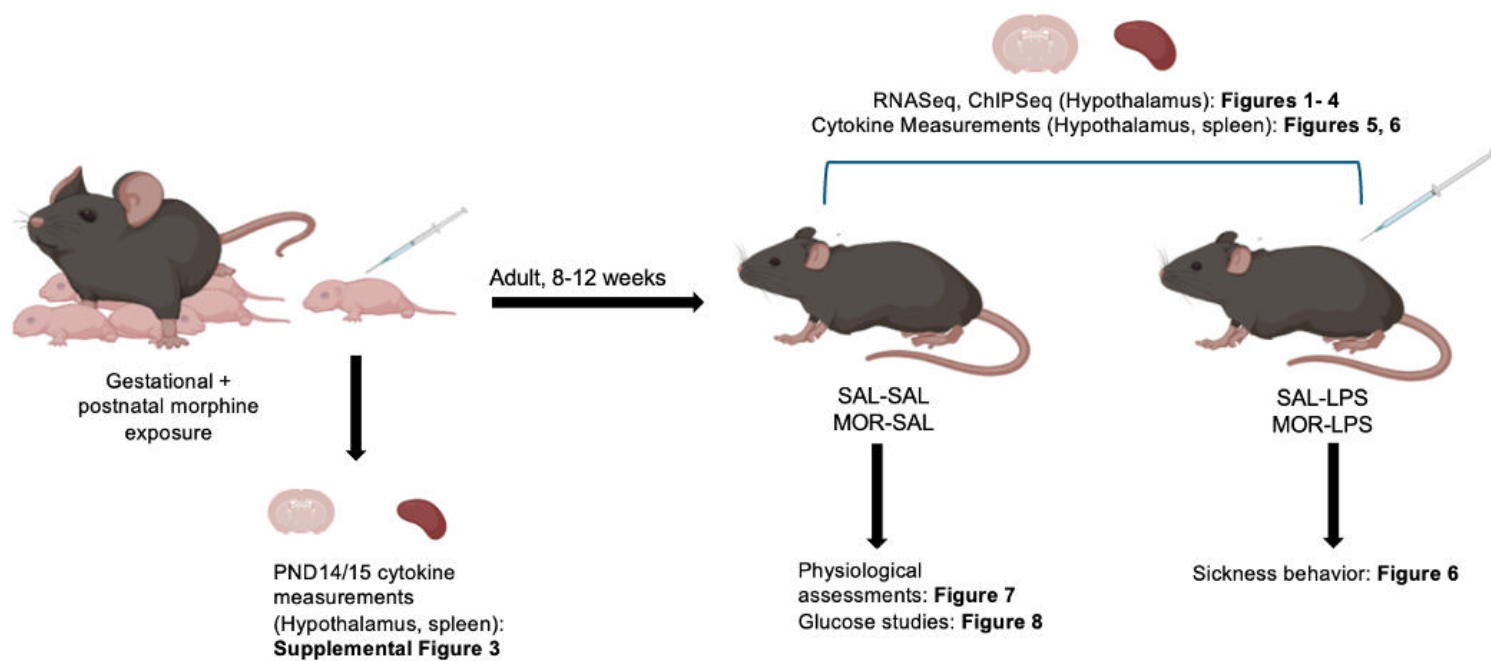

**Supplemental Figure 1: Experimental timeline**

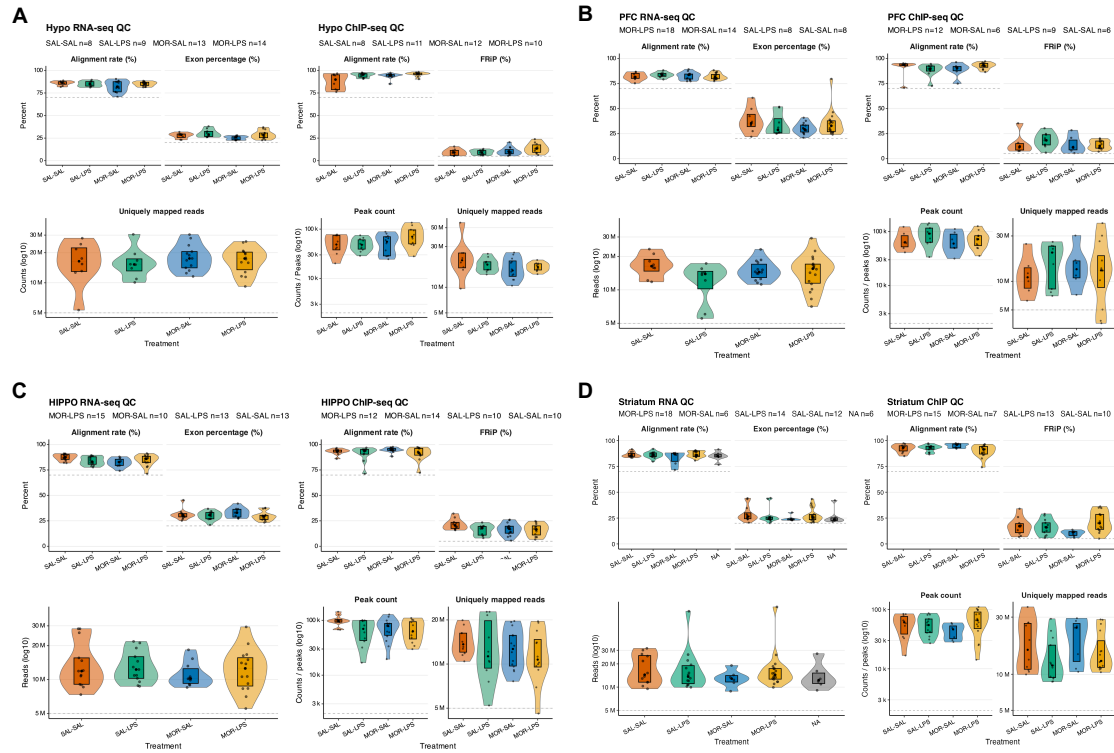

**E** All regions: H3K27ac DiffPeaks (FDR < 0.05, IFold > 0.25, Promoter +/-1000bp)

| region       | contrast                          | FDR<0.05_Total | FDR<0.05_Enhancer | FDR<0.05_Promoter |
|--------------|-----------------------------------|----------------|-------------------|-------------------|
| Hippocampus  | Baseline: MOR-SAL vs SAL-SAL      | 0              | 0                 | 0                 |
| Hippocampus  | LPS challenge: MOR-LPS vs SAL-LPS | 0              | 0                 | 0                 |
| Hypothalamus | Baseline: MOR-SAL vs SAL-SAL      | 67             | 49                | 18                |
| Hypothalamus | LPS challenge: MOR-LPS vs SAL-LPS | 2043           | 1361              | 682               |
| PFC          | Baseline: MOR-SAL vs SAL-SAL      | 0              | 0                 | 0                 |
| PFC          | LPS challenge: MOR-LPS vs SAL-LPS | 0              | 0                 | 0                 |
| Striatum     | Baseline: MOR-SAL vs SAL-SAL      | 0              | 0                 | 0                 |
| Striatum     | LPS challenge: MOR-LPS vs SAL-LPS | 648            | 383               | 265               |

**F** All regions: DEGs (padj < 0.05, |log2FC| > 1)

| region       | contrast                          | FDR<0.05_Total | FDR<0.05_Up | FDR<0.05_Down |
|--------------|-----------------------------------|----------------|-------------|---------------|
| Hippocampus  | Baseline: MOR-SAL vs SAL-SAL      | 5              | 4           | 1             |
| Hippocampus  | LPS challenge: MOR-LPS vs SAL-LPS | 80             | 65          | 15            |
| Hypothalamus | Baseline: MOR-SAL vs SAL-SAL      | 353            | 64          | 289           |
| Hypothalamus | LPS challenge: MOR-LPS vs SAL-LPS | 28             | 22          | 6             |
| PFC          | Baseline: MOR-SAL vs SAL-SAL      | 0              | 0           | 0             |
| PFC          | LPS challenge: MOR-LPS vs SAL-LPS | 1              | 1           | 0             |
| Striatum     | Baseline: MOR-SAL vs SAL-SAL      | 0              | 0           | 0             |
| Striatum     | LPS challenge: MOR-LPS vs SAL-LPS | 75             | 75          | 0             |

**Supplementary Fig. 2: Quality control metrics and region-specific molecular responses across experimental conditions.**

(A–D) Quality control metrics for bulk RNA-seq and H3K27ac ChIP-seq libraries across four brain regions: hypothalamus (A), prefrontal cortex (B), hippocampus (C), and striatum (D). For RNA-seq, violin plots show alignment rate (%), exon percentage (%), and uniquely mapped read counts per sample. For H3K27ac ChIP-seq, alignment rate (%), fraction of reads in peaks (FRiP, %), peak counts, and uniquely mapped read counts are shown. Each point represents an individual biological replicate, grouped by experimental condition (SAL–SAL, MOR–SAL, SAL–LPS, MOR–LPS). 

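As a ratio of highest to lowest, the total count of the deposited libraries varied most in the hypothalamus. There the median total count was 4554297 (160755 to 9052588, n = 11) in SAL–SAL, 5552548.5 (3509261 to 8902128, n = 14) in MOR–SAL, 5227420.5 (7673 to 35077048, n = 12) in SAL–LPS and 5975806.5 (3036876 to 9227808, n = 14) in MOR–LPS. In the hippocampus the medians were 9751759, 7961802.5, 9995782.5 and 9644042.5 in the same order of conditions, in the PFC 9543410, 9867814.5, 9725351 and 10042177.5, and in the striatum 10930689, 10197308.5, 12141227 and 11647899. The lowest total, 7673, belonged to a hypothalamic SAL–LPS library, and the lowest in the hippocampus, 227025, to a MOR–SAL library.

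**Figure D5:**
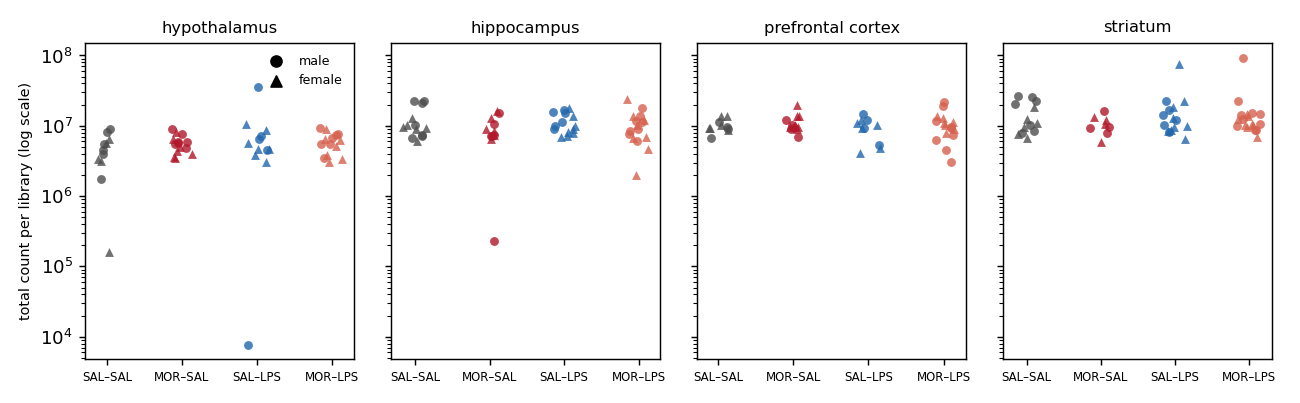
Total count per library (vertical axis, log scale) by condition in each region, one point per library (circles males, triangles females). The totals run from 7673 to 92945090 counts.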

Distributions indicate comparable sequencing quality and library complexity across conditions within each region.

(E) Summary of differential H3K27ac peak counts across all regions. The table reports the total number of differential peaks (FDR < 0.05, |fold change| > 0.25), stratified by enhancer-associated and promoter-associated peaks (±1 kb from transcription start sites), for baseline (MOR–SAL vs SAL–SAL) and immune challenge (MOR–LPS vs SAL–LPS) contrasts.

(F) Summary of differentially expressed genes (DEGs) across all regions identified by RNA-seq (adjusted  $p < 0.05$ ,  $|\log_2FC| > 1$ ). The table reports total, upregulated, and downregulated DEGs for baseline and immune challenge contrasts.

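Counting only genes called here with an absolute log2FC above 1, the hypothalamus had 360 (57 higher, 303 lower) in MOR–SAL vs SAL–SAL and 280 (115 higher, 165 lower) in MOR–LPS vs SAL–LPS. The hippocampus had 0 at baseline and 550 (363 higher, 187 lower) after LPS. The PFC had 0 at baseline and 1 after LPS, which was lower in MOR–LPS, and the striatum had 0 and 0. The numbers at an unadjusted p under 0.05 behind the counts of 0, with no limit on log2FC, were 2272 in the hippocampus and 2185 in the PFC at baseline, and 2683 and 2628 in the striatum.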

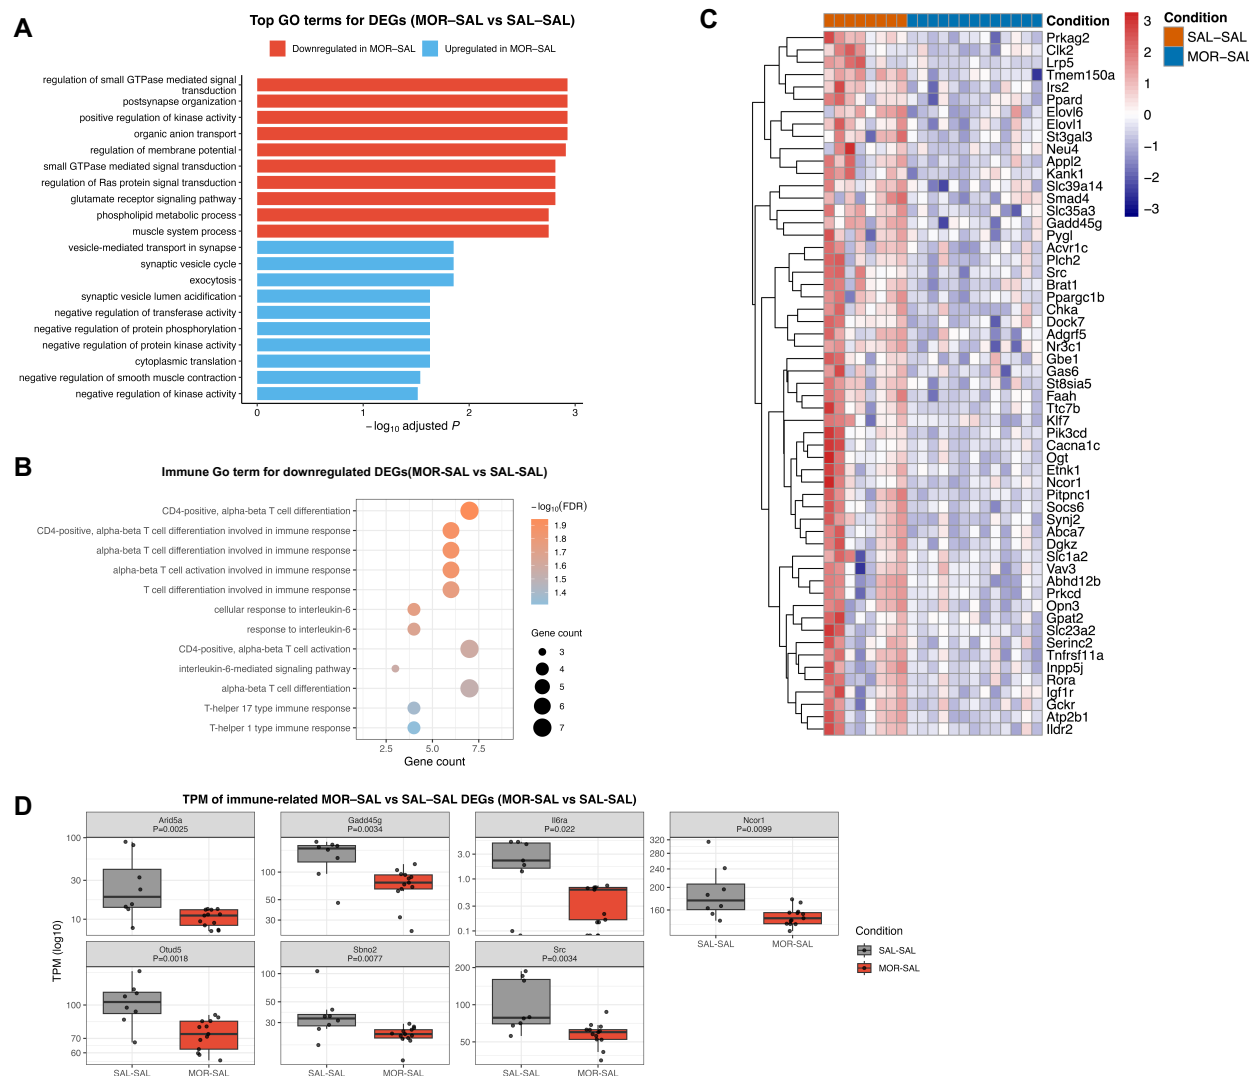

### Supplementary Fig. 3: Early-life morphine suppresses baseline neuro-immune and metabolic transcriptional programs

**(A)** GO enrichment of DEGs in MOR-SAL vs SAL-SAL hypothalamus.

Upregulated genes (red) are enriched for neuronal and vesicle-transport pathways, whereas downregulated genes (blue) highlight loss of kinase regulation and cytoskeletal programs.

**(B)** Immune pathways downregulated in MOR-SAL animals.

GO terms show coordinated repression of T-cell differentiation and activation modules, IL-6-responsive programs, and Th1/Th17 signaling. Dot size reflects gene count; color indicates  $-\log_{10}(\text{FDR})$ .

**(C)** Heatmap of metabolism-related DEGs altered by early-life morphine exposure.

Expression of significantly dysregulated metabolic genes (rows) across biological replicates (columns) in SAL-SAL and MOR-SAL animals. Z-score-scaled TPM values highlight coordinated down-regulation of lipid, glucose, and thermogenic regulatory genes in MOR-SAL animals. Hierarchical clustering shows a coherent metabolic module disrupted by early-life morphine exposure.

**(D)** Representative immune regulators repressed in MOR-SAL.

Boxplots show reduced expression of Arid5a, Gadd45g, Il6ra, Otd5, Sbno2, Src, and Ncor1 in MOR-SAL relative to controls. Together, these analyses indicate that early-life morphine establishes a transcriptionally suppressed immune state prior to LPS challenge.

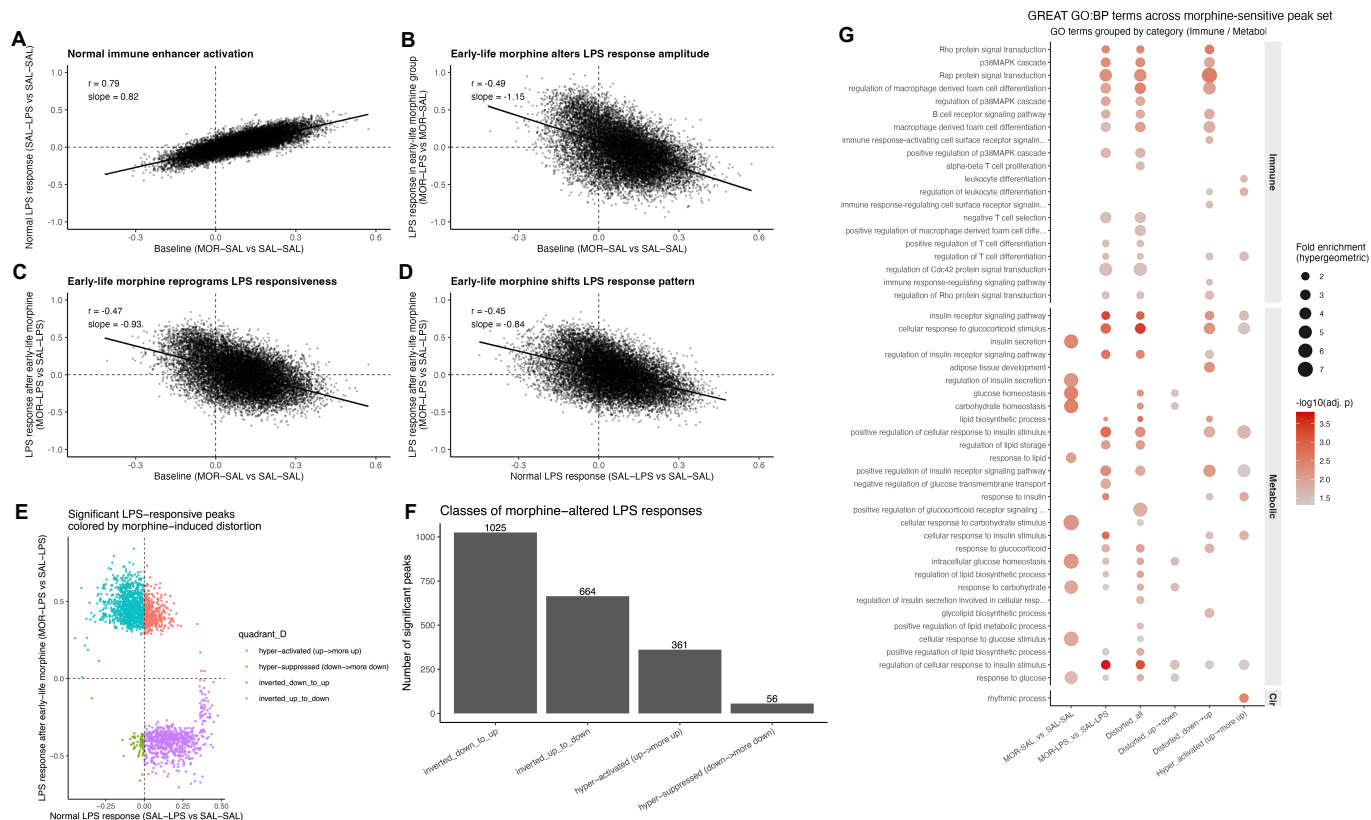

### Supplementary Figure 4: Early-life morphine exposure distorts hypothalamic enhancer LPS responsiveness.

**(A)** Relationship between baseline enhancer acetylation imprint (MOR-SAL vs SAL-SAL; x-axis) and the normal LPS response (SAL-LPS vs SAL-SAL; y-axis), showing a strong positive association for immune-responsive enhancers.

**(B)** Comparison of baseline imprint (MOR-SAL vs SAL-SAL) with the LPS response measured within the morphine group (MOR-LPS vs MOR-SAL), revealing a negative correlation in which enhancers with higher baseline acetylation tend to show weaker or opposite LPS responses after morphine, indicating a redistribution of LPS responsiveness rather than uniform gain.

**(C)** Scatter plot of baseline imprint (MOR-SAL vs SAL-SAL) versus the morphine-modified LPS contrast (MOR-LPS vs SAL-LPS), showing that morphine-imprinted enhancers are preferentially driven toward attenuated or inverted LPS responses.

**(D)** Direct comparison of normal versus morphine-altered LPS responses (SAL-LPS vs SAL-SAL on the x-axis; MOR-LPS vs SAL-LPS on the y-axis) demonstrating widespread pattern-level reprogramming, with a strong negative correlation indicative of response inversions across hundreds of enhancer regions.

**(E)** Significant LPS-responsive peaks ( $FDR < 0.05$ ,  $|\log_2FC| > 0.25$  in either condition) projected into the “normal vs morphine LPS response” space and colored by morphine-induced distortion type (hyper-activated, hyper-suppressed, inverted\_up-to-down, inverted\_down-to-up). This classification highlights the predominance of qualitative inversions rather than simple amplitude shifts.

**(F)** Barplot quantifying the distribution of morphine-altered enhancer response classes shown in (e), demonstrating that inversions represent the largest category of distortion.

**(G)** GREAT GO Biological Process enrichment for morphine-sensitive enhancer classes. Dot size reflects the number of associated peaks and color indicates fold enrichment. Immune-related pathways and stimulus-response gene programs show strong enrichment across distortion categories.

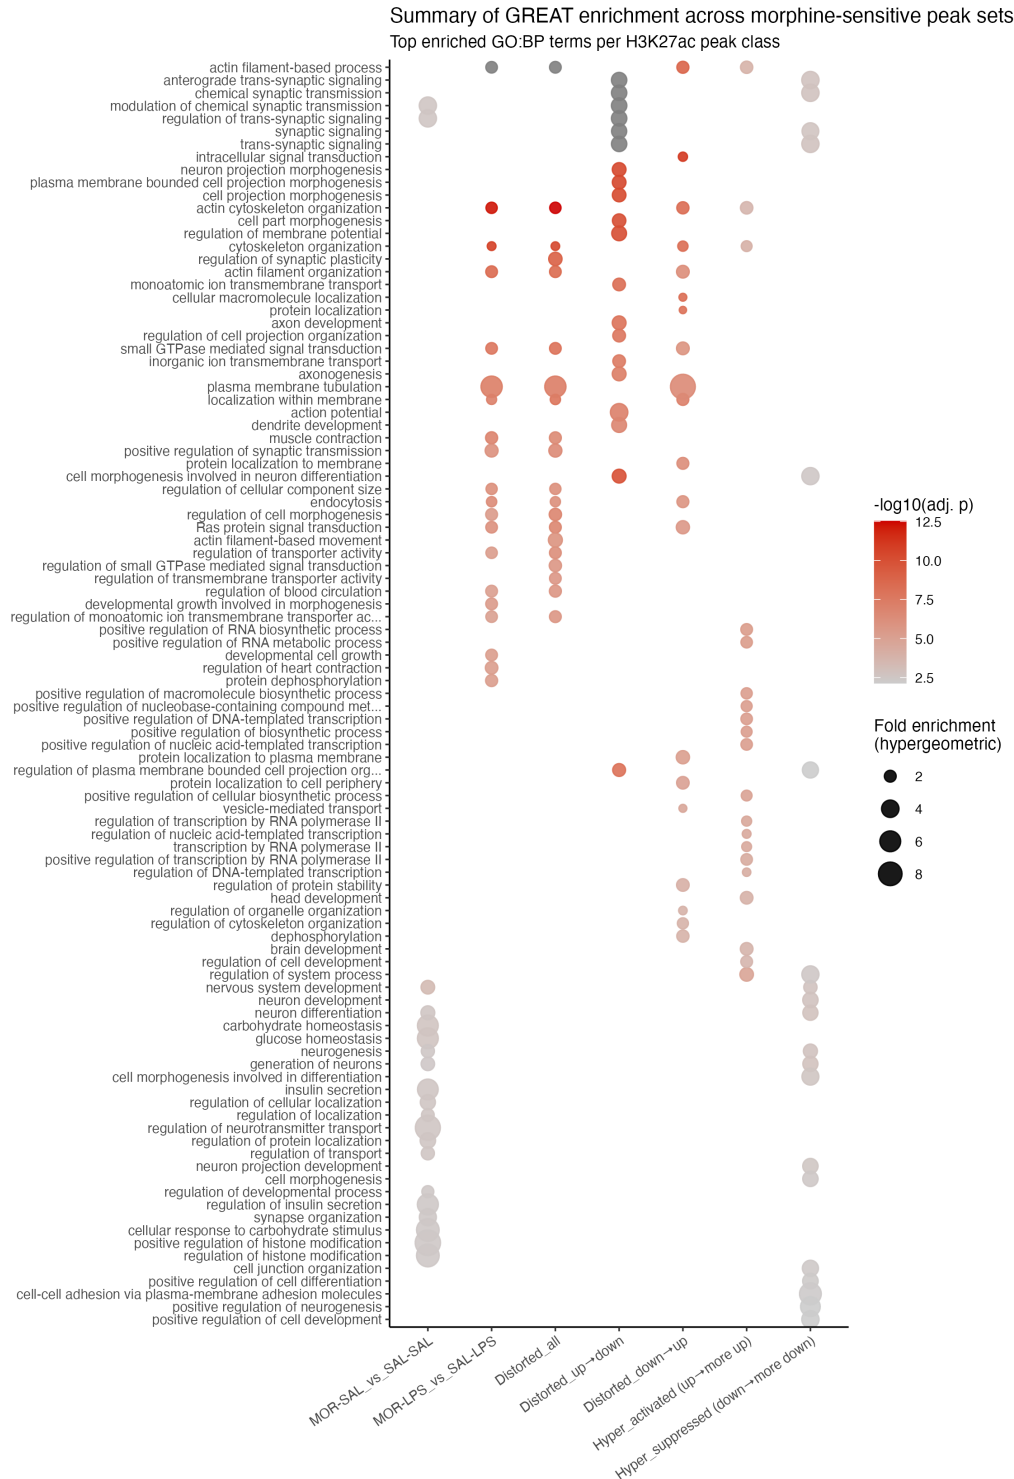

**Supplementary Figure 5: Systems-level GREAT analysis of morphine-sensitive enhancer classes.**

Bubble plot summarizing the top GREAT Biological Process terms enriched in H3K27ac peak classes altered by early-life morphine exposure. Columns represent (i) baseline MOR-SAL vs SAL-SAL, (ii) morphine-altered LPS responses (MOR-LPS vs SAL-LPS), and (iii) each distorted or amplitude-shift response subclass. Rows list the most significantly enriched GO:BP terms across all classes. Bubble color encodes  $-\log_{10}(\text{adjusted } p\text{-value})$ ; bubble size reflects fold enrichment.

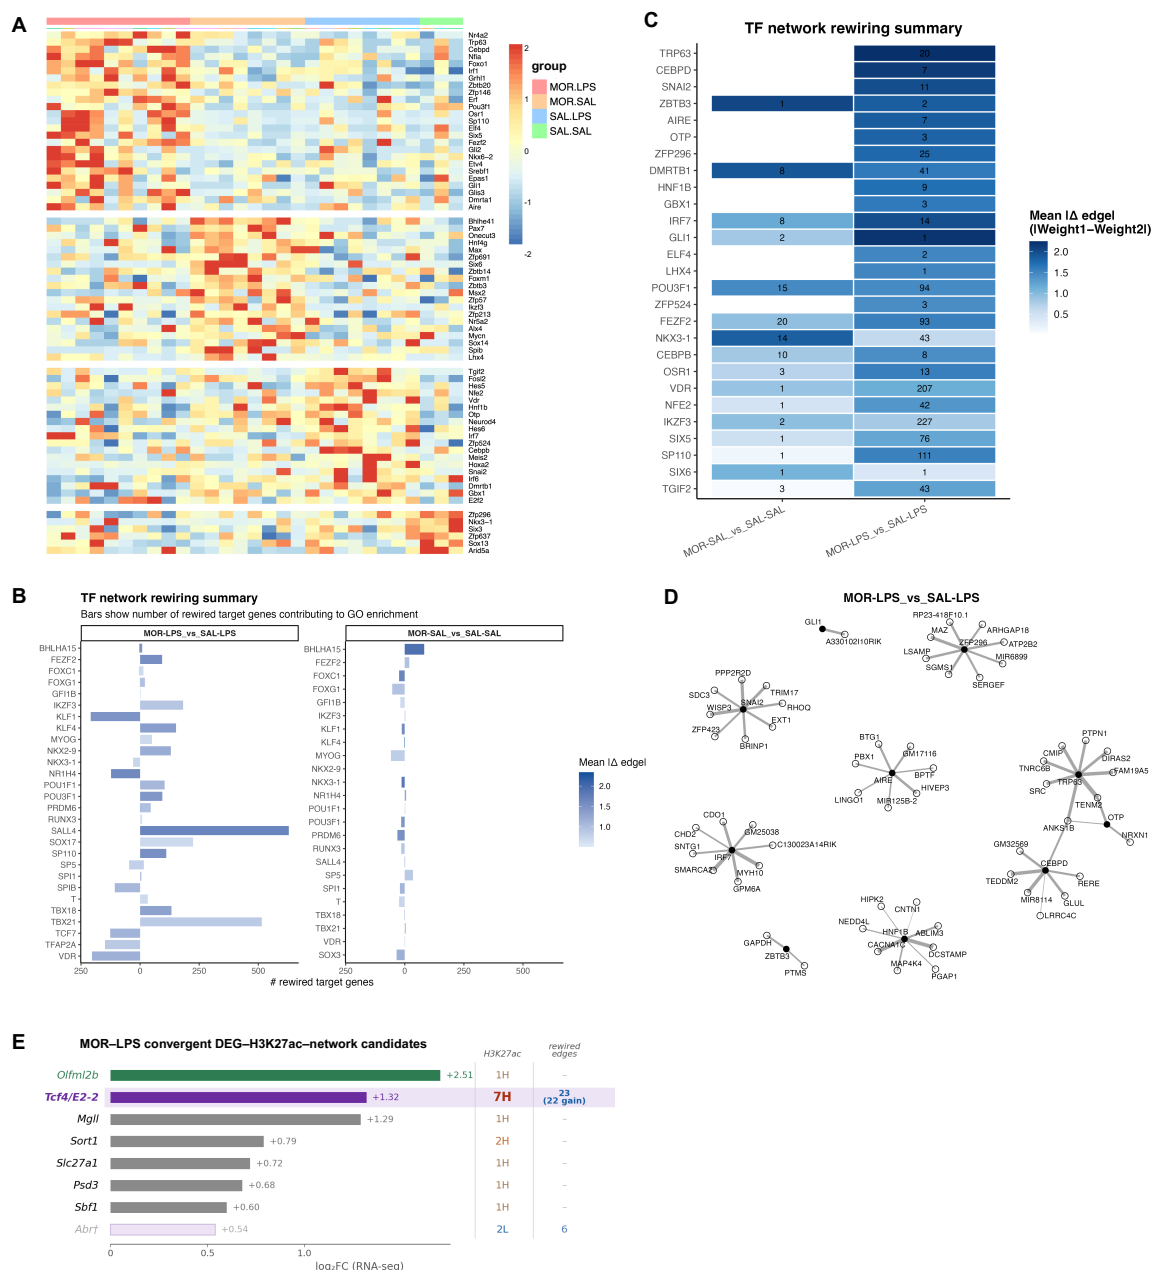

## Supplementary Figure 6: Quantification and visualization of transcription factor network rewiring

**(A)** Heatmap of TF PageRank z-scores across all samples, shown for an expanded set of transcription factors. Samples are grouped by condition (SAL-SAL, MOR-SAL, SAL-LPS, MOR-LPS). Color scale indicates normalized PageRank centrality, highlighting condition-dependent shifts in TF network hierarchy.

**(B)** Summary of TF network rewiring for MOR-LPS vs SAL-LPS (left) and MOR-SAL vs SAL-SAL (right). Bars indicate the number of significantly rewired target genes per TF contributing to downstream Gene Ontology enrichment, with color denoting the mean absolute change in Taiji edge weight ( $\Delta$  weight). Only TFs with significant rewiring are shown.

**(C)** TF-level rewiring summary comparing MOR-SAL vs SAL-SAL and MOR-LPS vs SAL-LPS. Heatmap shows the number of significantly rewired TF-target edges per TF, colored by the mean absolute change in edge weight across all rewired targets. Values are displayed within tiles.

**(D)** Representative TF-target subnetwork for the MOR-LPS vs SAL-LPS comparison, constructed from significantly rewired edges. Networks were filtered to retain high-confidence interactions ( $|\Delta$  weight| > threshold and  $P < 0.05$ ), illustrating condition-specific redistribution of regulatory connectivity. Nodes represent TFs and target genes; edges represent rewired regulatory interactions inferred from H3K27ac and RNA integration.

**(E)** Multi-layer summary of genes significant in both differential expression and H3K27ac analyses in MOR-LPS vs SAL-LPS. Bars show RNA-seq log<sub>2</sub> fold change. The H3K27ac column indicates the number and direction of linked differential peaks (H, hyperacetylated; L, hypoacetylated). The rewired edges column indicates significantly altered upstream TF-target connections from Taiji analysis. *Abrt* is marked as discordant because RNA is upregulated whereas associated H3K27ac peaks are hypoacetylated.

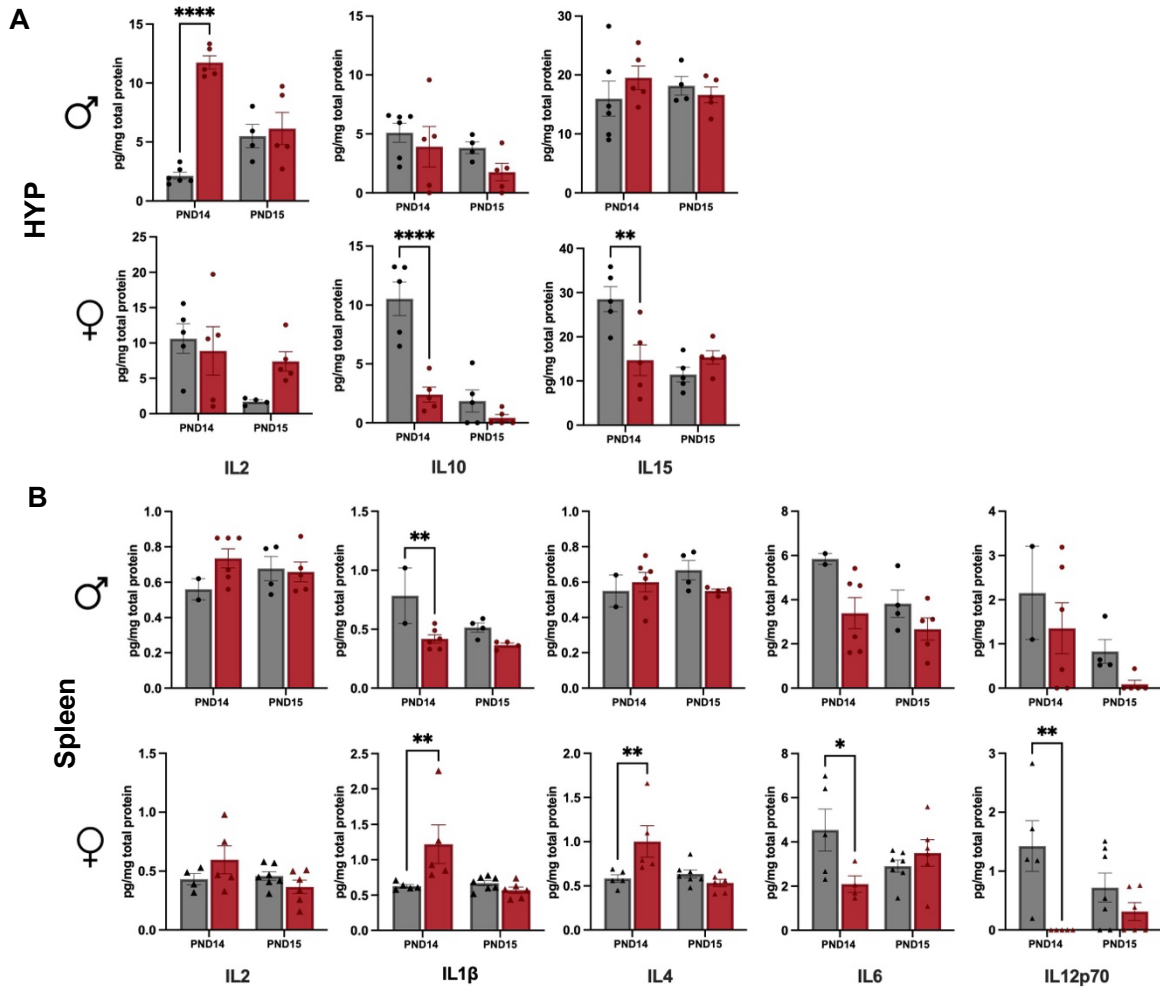

**Supplemental figure 7: PND14/15 Cytokine measurements**

(A) Graphs showing cytokine levels at PND14 and 15 in the hypothalamus in males (upper) and females (lower)  
 (B) Graphs showing cytokine levels at PND14 and 15 in the spleen in males (upper) and females (lower).

|      |                         | IL15 | IFN $\gamma$ | IL1 $\beta$ | IL2 | IL4 | IL6 | IL10 | IL12p70 | IL17a        | CCL2 | TNF $\alpha$ |
|------|-------------------------|------|--------------|-------------|-----|-----|-----|------|---------|--------------|------|--------------|
| Male | Spleen PND14            | -    | -            | ↓           | -   | -   | -   | -    | -       | -            | -    | -            |
|      | Spleen Adult No LPS     | ↓    | -            | ↓           | -   | -   | ↓   | ↓    | -       | -            | ↓    | -            |
|      | Spleen 2 hours post-LPS | -    | ↓            | -           | -   | -   | -   | ↓    | -       | Not detected | -    | ↓            |

|      |                               | IL15 | IFN $\gamma$ | IL1 $\beta$ | IL2 | IL4 | IL6 | IL10 | IL12p70 | IL17a | CCL2 | TNF $\alpha$ |
|------|-------------------------------|------|--------------|-------------|-----|-----|-----|------|---------|-------|------|--------------|
| Male | Hypothalamus PND14            | -    | -            | -           | ↑   | -   | -   | -    | -       | -     | -    | -            |
|      | Hypothalamus Adult No LPS     | ↓    | -            | -           | -   | -   | ↓   | ↓    | -       | -     | -    | -            |
|      | Hypothalamus 2 hours post-LPS | -    | Not detected | -           | -   | -   | -   | ↓    | -       | ↓     | -    | Not detected |

Supplemental Table 1: Cytokine tables, male

|        |                         | IL15 | IFN $\gamma$ | IL1 $\beta$ | IL2 | IL4 | IL6 | IL10 | IL12p70 | IL17a        | CCL2 | TNF $\alpha$ |
|--------|-------------------------|------|--------------|-------------|-----|-----|-----|------|---------|--------------|------|--------------|
| Female | Spleen PND14            | -    | -            | -           | ↑   | ↑   | ↓   | -    | ↓       | -            | -    | -            |
|        | Spleen Adult No LPS     | -    | -            | -           | -   | -   | -   | -    | -       | ↓            | -    | -            |
|        | Spleen 2 hours post-LPS | -    | -            | ↓           | -   | -   | -   | -    | -       | Not detected | -    | -            |

|        |                               | IL15 | IFN $\gamma$ | IL1 $\beta$ | IL2 | IL4 | IL6 | IL10 | IL12p70 | IL17a | CCL2 | TNF $\alpha$ |
|--------|-------------------------------|------|--------------|-------------|-----|-----|-----|------|---------|-------|------|--------------|
| Female | Hypothalamus PND14            | ↓    | -            | -           | -   | -   | -   | ↓    | -       | -     | -    | -            |
|        | Hypothalamus Adult No LPS     | ↓    | -            | -           | -   | -   | -   | ↓    | -       | -     | -    | -            |
|        | Hypothalamus 2 hours post-LPS | -    | Not detected | ↑           | -   | -   | -   | -    | -       | -     | -    | Not detected |

**Supplemental Table 2:** Cytokine tables, female

How the deposited data were processed for this re-analysis (not part of the article)

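Nuclear RNA of NeuN+ nuclei from the hypothalamus, hippocampus, prefrontal cortex (PFC) and striatum of adult mice was sequenced after perinatal morphine or saline and an LPS or saline challenge. The H3K27ac data, the cytokine measurements and the behavior are not analysed here. The authors trimmed the reads with Trim Galore, aligned them to mm10 with STAR and counted reads per gene with STAR's gene counts, which they checked with HTSeq-count. The authors deposited raw counts, the number of reads counted on each gene, for 46403 genes in each region. They also deposited the same values as CPM (counts scaled by the library total), after dropping mitochondrial genes, without a log transformation. The CPM values were checked against the raw counts, from which they can be recomputed. Every library's region, condition, sex, litter and animal number was taken from the deposited labels, and no library was left out of the fits reported at the claims.

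The fits used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, statmod 1.5.0 and data.table 1.17.8. For each region the raw counts of genes with a total count above 10 were normalized by TMM and fitted in edgeR with the 4 conditions and sex as terms (estimateDisp, glmQLFit with default settings, glmQLFTest). Adjusted p are from the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were called. The comparisons were MOR–SAL vs SAL–SAL, MOR–LPS vs SAL–LPS, SAL–LPS vs SAL–SAL, MOR–LPS vs MOR–SAL and the difference between the LPS responses of the exposures (interaction), and in the hypothalamus also the difference in the exposure effect between the sexes. Standard errors (SE) of edgeR fits are the absolute log2FC divided by the square root of the quasi-likelihood F statistic. They thus follow from the test and are not separate evidence. Whole lists of genes were tested with camera (preset correlation of 0.01, and an estimated correlation) and fry. The lists were the metabolic and immune genes of Supplementary Figures 3C and 3D, the genes labelled in Figures 2C and 3C, the convergent genes, the genes of the assayed cytokines, and marker genes of neurons, oligodendrocytes, astrocytes, microglia, endothelium, choroid plexus, hypothalamus, thalamus and cortex, of the glucocorticoid response, of immediate early genes, and of the inflammatory and interferon responses.

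Named genes were every gene that the study's text names for RNA or labels in its figures, with the metabolic genes summarised as a list, the marker genes used in a reported check, and, in each hypothalamic exposure contrast, the 3 called genes with the smallest adjusted p in each direction. The total count per library limits the precision: a count of 0 in a library allows up to 3 counts of its total. Positions were read from GENCODE release M21 of mm10, and the authors' annotation was release M25, so genes renamed between them have no position here. Genes whose exons overlap those of another gene, antisense genes and members of gene families are uncertain, since the paper's text does not name how strand was used in counting.

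The alternatives were DESeq2 in place of edgeR, the filterByExpr filter, DESeq2's size factors, library size as the only scaling, a correlation within litters in limma-voom, counts summed over litters, litter as a block for the LPS responses, removal of the low-depth libraries (a total count under 0.5 of the region's median), no sex term, each sex alone, only the groups compared, a robust fit, and limma on log2(CPM + 1) or log2(CPM + 0.1) from the deposited CPM. The litter sums had no sex term, and limma-voom was fitted only with the litter correlation. For the hypothalamic exposure contrasts, each library and each litter was left out in turn. A litter was left out with all its libraries, whatever their challenge. Added after the data were seen were edgeR's bias-adjusted quasi-likelihood fit, a minimum mean CPM of 1, removal of libraries whose Y-linked genes go against the labelled sex, DESeq2 without the low-depth libraries or without a count filter, covariates for marker genes and total count, and a fit with a trend over GC content and length removed from each library. That trend used the 91.3% of hypothalamic and 93.4% of striatal genes with a known length and GC content. For every count of called genes, conditions or litters were regrouped at random, with 60 groupings in all, the real one included.

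The fits were tested on simulated counts drawn from the means and totals of the hypothalamic libraries, with 200 genes changed by a log2FC of 2. Every gene had the same dispersion, the changed genes were drawn from those above 2 CPM, and no litter or tissue difference was simulated. The simulation thus does not cover changes at low counts or genes with a wide spread. edgeR recovered 97% of them and called 9 unchanged genes over 28517 genes, and DESeq2 recovered 99% and called 17. limma-voom with litters recovered 94.5%, litter sums 97%, limma on CPM 84% (over 18570 genes) and the fit after filterByExpr 98% (over 17657 genes). Gene Ontology terms were not recomputed, since no annotation of terms was used here. Some genes are not reported here, and the cortex marker list was shortened by those among them after its results had been seen.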

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

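The tests of low counts, low-depth libraries and cortical tissue, that of non-neuronal nuclei in the PFC, and the requirement that an explanation is argued against only where at least 2 of 3 called genes stay called, were chosen only after the results were seen. The other marker covariates and the trend over GC content and length were added after the numbers of DEGs were known, but before the numbers they gave were seen, and the splits of the samples were set out before they were run. In the splits, animals were assigned at random to exposure within challenge and sex, or to challenge within exposure and sex, and the real assignment is counted as 1 of them.

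In the PFC, the SAL–SAL library 9-4 had a mean astrocyte marker level of 5.46 on the log2(CPM + 1) scale, against a median of 2.91 in its group (10 libraries). Its gap to the next library was 0.632 of the group's range, above Dixon's 95% critical value of 0.466. Chance alone gives such a library in about 1 of 20 tests, and 1 of 15 combinations of group and measure had one. Only groups of at most 10 libraries were examined, which were SAL–SAL and SAL–LPS of the PFC and MOR–SAL of the striatum. The same library had the highest oligodendrocyte level of the group (9.23, group mean 5.34 ± 1.71 SD) and the highest microglial (4.85) and endothelial levels (1.21), while its neuron marker level was 10.5 (group mean 10.8). A candidate explanation is a share of non-neuronal nuclei that passed the sort. Other libraries of the same animal had the highest astrocyte level of SAL–SAL in the hypothalamus (5.74) and striatum (4.52), but not in the hippocampus (3.67, highest 5.16). The high level was thus not confined to the PFC library. No biological explanation was tested.

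In the hypothalamus, the interaction, which tests whether the LPS response differs between the exposures, called 1098 genes (636 higher, 462 lower, 4516 at an unadjusted p under 0.05). 1 of 60 splits gave as many, but the others still gave between 57 and 596 genes (median 247), so a large part of such a count arises under random grouping. 65.0% of the called genes had a mean under 1 CPM, so low counts are a candidate main source of the count. With the filterByExpr filter 112 genes were called, so many calls at 1 CPM or more were lost too. Fits with litter in them called 25 (limma-voom with a correlation within litters) and 41 genes (counts summed over litters, without a sex term). No limma-voom fit without litter was run and the sums held fewer samples, so these lower numbers cannot be credited to litter. The tables argue against low-depth libraries (1108 genes without them, 961 of them among the 1098) and GC content and length (1544 with their trend removed, 1016 shared) as the whole source. Non-neuronal nuclei (906 with their markers as a covariate, 579 shared), thalamic tissue (899 with thalamus markers, 722 shared) and cortical tissue (716 with cortex markers, 563 shared) stay open for a part, since other genes took the place of many called ones. A changed LPS response after perinatal morphine stays open and was not tested apart from these counts.

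In the hippocampus, the interaction called 519 genes (292 higher, 227 lower). 2 of 60 splits gave as many, and the others gave a median of 244 and at most 567. With the filterByExpr filter 0 genes were called (1069 at an unadjusted p under 0.05), consistent with genes of low count as the source. In the PFC, the interaction called 387 genes (293 higher, 94 lower), 91.0% of them with a mean under 1 CPM. 2 of 60 splits gave as many, and the others gave a median of 217 and at most 506. With the filterByExpr filter 0 genes were called (762 at an unadjusted p under 0.05). Low counts are a candidate source for most of these calls, while those at 1 CPM or more were lost too. DESeq2 called 7 and 34 genes in these regions. In the striatum, the interaction called 2 genes, Adh1 and Gm14271, which are named after their values were seen, and 23 of 60 splits gave as many. At an unadjusted p under 0.05 there were 3470 genes, and 2 of 60 splits had as many, while DESeq2 called 130 genes, the fit with library size as the only scaling 236 and that with non-neuronal markers as a covariate, a setting chosen after the values were seen, 30. A biological difference between exposures stays open in these regions and was not tested further.

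The paper compares LPS with saline within each exposure for H3K27ac, while its numbers of DEGs compare the exposures. In the hypothalamus, MOR–LPS vs MOR–SAL called 1809 genes (1182 higher, 627 lower). 1 of 60 splits gave as many, and the others gave a median of 0 and at most 115. The tables argue against low-depth libraries (1971 genes without them) and GC content and length (1981 with their trend removed). Low counts remain open for a part, since 633 genes were called with the filterByExpr filter, and so do non-neuronal nuclei, since 876 were called with oligodendrocyte and astrocyte markers as a covariate, and cortical tissue, since 974 were called with cortex markers as a covariate: 6 MOR–LPS libraries had a cortex marker level from 3.67 to 5.68 on the log2(CPM + 1) scale, and MOR–SAL libraries at most 2.03. Astrocyte markers were higher in MOR–LPS for 6 of 6 genes (fry p = 7.77e-06, 9.11e-04 by camera with an estimated correlation) and oligodendrocyte markers for 6 of 6 (fry p = 0.00797). None of these can be told apart from a response to LPS for the genes lost under these settings, because low counts take power from any response and the marker levels go with the challenge. Inflammatory genes were higher for 11 of 11 tested (6 called, fry p = 7.59e-06) and glucocorticoid-response genes for 6 of 6 (4 called, fry p = 4.13e-05), as an LPS response would give. With animals paired within litters, 457 genes were called.

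In the hippocampus, SAL–LPS vs SAL–SAL called 563 genes (294 higher, 269 lower), as many as in 2 of 60 splits, and the others gave a median of 0 and at most 668. MOR–LPS vs MOR–SAL called 103 (24 higher, 79 lower), as many as in 2 of 60 splits (others at most 185). The balance of directions in MOR–LPS vs MOR–SAL depended on the fit. DESeq2's size factors gave 113 genes (27 higher, 86 lower) and DESeq2 gave 49 (21 higher, 28 lower). The bias-adjusted fit, a setting chosen after the values were seen, gave 99 (72 higher, 27 lower). The filterByExpr filter left 2 and 4 called genes. Low counts are a candidate main source, since 78.7% and 74.8% of the called genes had a mean under 1 CPM. Most calls at 1 CPM or more were lost too. With litter as a block, 0 and 0 genes were called (2558 and 1511 at an unadjusted p under 0.05). A response to LPS in a few genes stays open and was not tested apart from these counts.

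In the striatum, SAL–LPS vs SAL–SAL called 3 genes, Atp12a, Lcn2 and Msr1, which are named after their values were seen. 2 of 60 splits gave as many (others at most 20), and all of the called genes had a mean under 1 CPM. MOR–LPS vs MOR–SAL called 325 (198 higher, 127 lower), more than the others of 60 splits gave (at most 174), so 1 split gave as many. The tables argue against low counts (268 genes with the filterByExpr filter) and against GC content and length (383 with their trend removed) as the whole source. With animals paired within litters, 10 genes were called and 0 in SAL–LPS vs SAL–SAL (2059 at an unadjusted p under 0.05). Astrocyte markers averaged 3.79 ± 0.925 (SD) in MOR–LPS and 2.66 ± 0.475 in MOR–SAL on the log2(CPM + 1) scale, oligodendrocyte markers 6.31 ± 1.69 and 5.09 ± 0.988, and microglial markers 2.71 ± 1.00 and 1.61 ± 0.450. With the oligodendrocyte and astrocyte level as a covariate, a setting chosen after the values were seen, 42 genes were called, 22 of them among the 325, so non-neuronal nuclei are a candidate explanation for most of them. A response to LPS stays open, since the marker levels go with the challenge. Whether the responses of the exposures differ was tested by the interaction, which called 2 genes.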

How the results depend on the processing

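The tests of the fits added after the data were seen, which are named as such, were chosen only after the counts of DEGs were known; the other alternatives were chosen before the data were examined. Over the genes tested, the numbers of DEGs at the claims were 416 (MOR–SAL vs SAL–SAL), 298 (MOR–LPS vs SAL–LPS), 71 (SAL–LPS vs SAL–SAL), 1809 (MOR–LPS vs MOR–SAL) and 1098 (interaction) in the hypothalamus, 0, 602, 563, 103 and 519 in the hippocampus, 0, 1, 0, 4 and 387 in the PFC, and 0, 0, 3, 325 and 2 in the striatum. At the counts of 0, the numbers at an unadjusted p under 0.05 were 2272 (hippocampus, MOR–SAL vs SAL–SAL), 2185 and 2752 (PFC, MOR–SAL vs SAL–SAL and SAL–LPS vs SAL–SAL), 2683 and 2628 (striatum, MOR–SAL vs SAL–SAL and MOR–LPS vs SAL–LPS). A number counts as moved where it is over 1.5 times larger or smaller, and only numbers that moved are given by setting. Among 24 alternatives, the hypothalamic MOR–SAL vs SAL–SAL number moved under 14 and ranged from 4 to 1078. The MOR–LPS vs SAL–LPS number there moved under 15 of 24 and ranged from 0 to 740. The MOR–LPS vs MOR–SAL number moved under 7 of 17 (452 to 2030), the interaction under 7 of 16 (25 to 1544) and, in the striatum, MOR–LPS vs MOR–SAL under 7 of 15 (10 to 717). What made a number move was not tested.

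With DESeq2's Wald test, MOR–SAL vs SAL–SAL gave 7 in the hippocampus, 16 in the PFC and 6 in the striatum; MOR–LPS vs SAL–LPS gave 70 in the hypothalamus, 145 in the hippocampus, 23 in the PFC and 98 in the striatum; SAL–LPS vs SAL–SAL gave 128 in the hypothalamus, 188 in the hippocampus, 71 in the PFC and 26 in the striatum; MOR–LPS vs MOR–SAL gave 49 in the hippocampus, 43 in the PFC and 717 in the striatum; the interaction gave 383 in the hypothalamus, 7 in the hippocampus, 34 in the PFC and 130 in the striatum; the exposure by sex interaction gave 41 in the hypothalamus. With the filterByExpr filter, which tests fewer genes, MOR–SAL vs SAL–SAL gave 170 in the hypothalamus; MOR–LPS vs SAL–LPS gave 3 in the hypothalamus, 1 in the hippocampus and 0 in the PFC (689 at an unadjusted p under 0.05); SAL–LPS vs SAL–SAL gave 14 in the hypothalamus, 2 in the hippocampus and 1 in the PFC; MOR–LPS vs MOR–SAL gave 633 in the hypothalamus, 4 in the hippocampus and 2 in the PFC; the interaction gave 112 in the hypothalamus, 0 in the hippocampus (1069 at an unadjusted p under 0.05), 0 in the PFC (762 at an unadjusted p under 0.05) and 0 in the striatum (2071 at an unadjusted p under 0.05). With limma-voom and a correlation within litters, MOR–SAL vs SAL–SAL gave 11 in the hypothalamus and 3 in the hippocampus; MOR–LPS vs SAL–LPS gave 174 in the hypothalamus, 98 in the hippocampus and 1 in the striatum; SAL–LPS vs SAL–SAL gave 0 in the hypothalamus (2245 at an unadjusted p under 0.05), 63 in the hippocampus and 0 in the striatum (1846 at an unadjusted p under 0.05); MOR–LPS vs MOR–SAL gave 452 in the hypothalamus, 0 in the hippocampus (1732 at an unadjusted p under 0.05) and 137 in the striatum; the interaction gave 25 in the hypothalamus, 2 in the hippocampus, 0 in the PFC (1201 at an unadjusted p under 0.05) and 0 in the striatum (2418 at an unadjusted p under 0.05). With counts summed over litters, which leaves fewer samples, MOR–SAL vs SAL–SAL gave 198 in the hypothalamus; MOR–LPS vs SAL–LPS gave 1 in the hypothalamus, 2 in the hippocampus and 0 in the PFC (2551 at an unadjusted p under 0.05); SAL–LPS vs SAL–SAL gave 0 in the hypothalamus (3370 at an unadjusted p under 0.05), 1 in the hippocampus and 0 in the striatum (3120 at an unadjusted p under 0.05); MOR–LPS vs MOR–SAL gave 539 in the hypothalamus, 1 in the hippocampus, 1 in the PFC and 175 in the striatum; the interaction gave 41 in the hypothalamus, 0 in the hippocampus (2657 at an unadjusted p under 0.05), 0 in the PFC (2100 at an unadjusted p under 0.05) and 0 in the striatum (3521 at an unadjusted p under 0.05).

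Without the low-depth libraries, with fewer samples where a region has any, MOR–LPS vs SAL–LPS gave 66 in the hypothalamus and 2 in the PFC; SAL–LPS vs SAL–SAL gave 109 in the hypothalamus; MOR–LPS vs MOR–SAL gave 20 in the hippocampus and 2 in the PFC. With library size as the only scaling, MOR–LPS vs SAL–LPS gave 54 in the striatum; SAL–LPS vs SAL–SAL gave 120 in the hypothalamus; MOR–LPS vs MOR–SAL gave 18 in the hippocampus; the interaction gave 236 in the striatum. With DESeq2's size factors in the edgeR fit, SAL–LPS vs SAL–SAL gave 111 in the hypothalamus. Without a sex term, MOR–SAL vs SAL–SAL gave 916 in the hypothalamus; MOR–LPS vs SAL–LPS gave 740 in the hypothalamus. With only the 2 groups compared in the fit, which holds fewer samples and tests fewer genes, MOR–LPS vs SAL–LPS gave 2 in the hypothalamus. In males only, with fewer samples, MOR–SAL vs SAL–SAL gave 4 in the hypothalamus; MOR–LPS vs SAL–LPS gave 3 in the hypothalamus. In females only, with fewer samples, MOR–LPS vs SAL–LPS gave 0 in the hypothalamus (2941 at an unadjusted p under 0.05). With limma on log2(CPM + 1), which tests fewer genes, MOR–SAL vs SAL–SAL gave 68 in the hypothalamus; MOR–LPS vs SAL–LPS gave 4 in the hypothalamus. With limma on log2(CPM + 0.1), which tests fewer genes, MOR–SAL vs SAL–SAL gave 10 in the hypothalamus; MOR–LPS vs SAL–LPS gave 0 in the hypothalamus (2260 at an unadjusted p under 0.05). With limma on log2(CPM + 1) and no filter on low values, MOR–SAL vs SAL–SAL gave 73 in the hypothalamus; MOR–LPS vs SAL–LPS gave 11 in the hypothalamus. A robust quasi-likelihood fit moved neither hypothalamic exposure contrast. The share of hypothalamic DEGs of MOR–SAL vs SAL–SAL with the same direction after LPS, 39.7%, was 33.5% with the filterByExpr filter and 44.8% with library size as the only scaling.

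The settings that follow were chosen after seeing the data. With edgeR's bias-adjusted quasi-likelihood fit, MOR–SAL vs SAL–SAL gave 1 in the striatum; MOR–LPS vs SAL–LPS gave 46 in the PFC and 287 in the striatum; SAL–LPS vs SAL–SAL gave 271 in the hypothalamus, 20 in the PFC and 0 in the striatum (2401 at an unadjusted p under 0.05); MOR–LPS vs MOR–SAL gave 120 in the PFC; the interaction gave 23 in the hippocampus, 37 in the PFC and 0 in the striatum (2942 at an unadjusted p under 0.05). With a minimum mean CPM of 1, which tests fewer genes, MOR–SAL vs SAL–SAL gave 189 in the hypothalamus; MOR–LPS vs SAL–LPS gave 4 in the hypothalamus, 0 in the hippocampus (1519 at an unadjusted p under 0.05) and 0 in the PFC (656 at an unadjusted p under 0.05); SAL–LPS vs SAL–SAL gave 21 in the hypothalamus, 2 in the hippocampus, 1 in the PFC and 0 in the striatum (1246 at an unadjusted p under 0.05); MOR–LPS vs MOR–SAL gave 686 in the hypothalamus, 4 in the hippocampus and 2 in the PFC; the interaction gave 131 in the hypothalamus, 0 in the hippocampus (1053 at an unadjusted p under 0.05), 0 in the PFC (721 at an unadjusted p under 0.05) and 0 in the striatum (1858 at an unadjusted p under 0.05). Without the libraries whose Y-linked genes go against the labelled sex, with fewer samples where a region has any, MOR–SAL vs SAL–SAL gave 188 in the hypothalamus; MOR–LPS vs SAL–LPS gave 2 in the hypothalamus; MOR–LPS vs MOR–SAL gave 24 in the hippocampus and 2 in the PFC. With DESeq2 without the low-depth libraries, MOR–SAL vs SAL–SAL gave 697 in the hypothalamus, 18 in the hippocampus, 14 in the PFC and 6 in the striatum; MOR–LPS vs SAL–LPS gave 67 in the hypothalamus, 195 in the hippocampus, 27 in the PFC and 98 in the striatum; SAL–LPS vs SAL–SAL gave 177 in the hypothalamus, 294 in the hippocampus, 55 in the PFC and 26 in the striatum; MOR–LPS vs MOR–SAL gave 65 in the hippocampus, 44 in the PFC and 717 in the striatum; the interaction gave 547 in the hypothalamus, 23 in the hippocampus, 34 in the PFC and 130 in the striatum. With DESeq2 and no count filter, MOR–SAL vs SAL–SAL gave 6 in the striatum; MOR–LPS vs SAL–LPS gave 100 in the striatum; SAL–LPS vs SAL–SAL gave 26 in the striatum; MOR–LPS vs MOR–SAL gave 710 in the striatum. With the oligodendrocyte and astrocyte marker level as a covariate, MOR–SAL vs SAL–SAL gave 657 in the hypothalamus and 1 in the striatum; MOR–LPS vs SAL–LPS gave 19 in the striatum; SAL–LPS vs SAL–SAL gave 56 in the striatum; MOR–LPS vs MOR–SAL gave 876 in the hypothalamus and 42 in the striatum; the interaction gave 30 in the striatum. With the thalamus marker level as a covariate, MOR–SAL vs SAL–SAL gave 245 in the hypothalamus. With the cortex marker level as a covariate, SAL–LPS vs SAL–SAL gave 286 in the hypothalamus; MOR–LPS vs MOR–SAL gave 974 in the hypothalamus; the interaction gave 716 in the hypothalamus. With the log2 total count as a covariate, SAL–LPS vs SAL–SAL gave 186 in the hypothalamus. With a trend over GC content and length removed, MOR–SAL vs SAL–SAL gave 1078 in the hypothalamus; SAL–LPS vs SAL–SAL gave 340 in the hypothalamus and 5 in the striatum; the interaction gave 18 in the striatum.

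With litter as a block, which holds fewer samples and tests fewer genes, SAL–LPS vs SAL–SAL gave 15 in the hypothalamus, 0 in the hippocampus (2558 at an unadjusted p under 0.05) and 0 in the striatum (2059 at an unadjusted p under 0.05); MOR–LPS vs MOR–SAL gave 457 in the hypothalamus, 0 in the hippocampus (1511 at an unadjusted p under 0.05), 32 in the PFC and 10 in the striatum. Pairing animals within litters is possible for the LPS responses alone, since no litter held both exposures, and the block takes the place of the sex term.

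Across the 25 fits that each left out 1 library, MOR–SAL vs SAL–SAL in the hypothalamus gave from 216 (without 15-2) to 645 DEGs (without 1-3), and across the 17 fits that each left out 1 litter from 85 (litter 10) to 774 (litter 1). MOR–LPS vs SAL–LPS gave from 2 (without 6-0) to 324 (without 18-1) across 26 libraries, and from 0 (litter 14; 3533 genes at an unadjusted p under 0.05) to 247 (litter 18) across 15 litters. The number moved in 5 and 7 of these fits for MOR–SAL vs SAL–SAL, and in 13 and 14 for MOR–LPS vs SAL–LPS.

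The metabolic and immune lists kept their direction and stayed under 0.05 with the filterByExpr filter, an estimated correlation and fry, which is not independent evidence since the study chose the lists on these samples. The inflammatory and interferon list, at camera p = 0.00199, had p = 0.0579 with an estimated correlation. The difference between regions in correlation kept its direction under 3 alternatives. The litter difference in the PFC, −0.00812, turned to 0.00138 with a minimum mean CPM of 10. In each of the other regions it kept its sign under 4 alternatives. Of 503 values of single named genes under other settings, 378 kept their direction and side of the threshold, 103 were weaker, 17 were stronger and 5 reversed. Ikzf3 in MOR–SAL vs SAL–SAL (log2FC 1.83) was −0.48 with limma-voom and a correlation within litters, −0.87 in females alone and −0.55 without litter 6, with at most 0.156 normalized CPM on average in either group. Leaving out other libraries or litters kept it positive, up to 3.13 without library 4-1. Plekhd1 was −1.51 without litter 1 and reversed to 0.14 without litter 10, and Sdk2 was −0.72 and reversed to 0.0775 without these litters. For 8430419K02Rik, Fezf2, Gm12129, Ikzf3, Slc6a5, Sp110, Spib and Trp63, DESeq2 or the filterByExpr filter gave no adjusted p in the exposure contrast named for them. The reason was not tested for each gene.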

Differences from the paper's values

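No test given here was chosen after a result was seen, apart from the settings named so. The paper's numbers of DEGs are those of its supplement, and an alternative closes a gap where the numbers lie within 1.5 times of each other. Alternatives not named did not close the gap. The quality-control figure and the heatmap of metabolic genes in the paper's supplement show fewer hypothalamic RNA libraries than were analysed here, and which were left out was not found. No cause of a difference was tested.

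In the hypothalamus, DEGs in MOR–SAL vs SAL–SAL numbered 416 here against the paper's 629, and the gap closed with DESeq2 (427), DESeq2's size factors (479), removal of the low-depth libraries (545) and no sex term (916), and, among settings chosen after seeing the values, it closed with the bias-adjusted fit (544), DESeq2 without the low-depth libraries (697), the non-neuronal marker covariate (657), the total count as a covariate (505) and the cortex marker covariate (562); it also closed without library 6-3 (429), 16-1 (447), 1-1 (512), 1-3 (645), 4-1 (477), 4-3 (456), 5-1 (423) or 9-4 (442) or litter 1 (774) or 4 (556). Those higher in MOR–SAL numbered 78 here against the paper's 161, and the gap closed with library size as the only scaling (127) and no sex term (201), and, among settings chosen after seeing the values, it closed with DESeq2 without the low-depth libraries (138) and the cortex marker covariate (162); it also closed without library 1-3 (166) or litter 1.

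DEGs in MOR–LPS vs SAL–LPS of the hypothalamus numbered 298 here against the paper's 35; of the alternatives set before the data were examined, it closed without litter 3 (30) or 16 (29). Higher in MOR–LPS were 129 here against the paper's 27, and the gap closed with limma-voom and litters (30) and removal of the low-depth libraries (30); it also closed without library 8-3 (34), 14-0 (37), 14-4 (27), 9-3 (40) or 10-2 (38) or litter 10 (18) or 16 (18). Lower in MOR–LPS were 169 here against the paper's 8; of the alternatives set before the data were examined, it closed without litter 16 (11). With an absolute log2FC above 1 there were 280 here against the paper's 28; of the alternatives set before the data were examined, it closed without litter 3 (30) or 16 (29). Of these, the higher genes numbered 115 here against the paper's 22, and the gap closed with limma-voom and litters (20) and removal of the low-depth libraries (25); it also closed without library 8-3 (32) or 14-4 (27) or litter 10 (16) or 16 (18). The lower ones numbered 165 here against the paper's 6, and the gap closed with DESeq2 (9).

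In the hippocampus, DEGs in MOR–SAL vs SAL–SAL numbered 0 here against the paper's 5, and the gap closed with DESeq2 (7) (2272 genes had an unadjusted p under 0.05). Higher genes numbered 0 here against the paper's 4, and the gap closed with DESeq2 (6) and limma-voom and litters (3). Lower genes numbered 0 here against the paper's 1, and the gap closed with DESeq2 (1). Above an absolute log2FC of 1 the total was 0 here against the paper's 5, and the gap closed with DESeq2 (7). The higher genes among these were 0 here against the paper's 4, and the gap closed with DESeq2 (6) and limma-voom and litters (3). The lower genes among these were 0 here against the paper's 1, and the gap closed with DESeq2 (1).

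For MOR–LPS vs SAL–LPS in the hippocampus, the DEGs were 602 here against the paper's 104, and the gap closed with DESeq2 (145) and limma-voom and litters (98). The higher DEGs were 380 here against the paper's 75, and the gap closed with DESeq2 (109) and limma-voom and litters (89). The lower DEGs were 222 here against the paper's 29, and the gap closed with DESeq2 (36). Beyond an absolute log2FC of 1 the number was 550 here against the paper's 80, and the gap closed with DESeq2 (99) and limma-voom and litters (85). Among these, genes higher in MOR–LPS were 363 here against the paper's 65, and the gap closed with DESeq2 (84) and limma-voom and litters (84). Genes lower in MOR–LPS among these were 187 here against the paper's 15, and the gap closed with DESeq2 (15), and, among settings chosen after seeing the values, it closed with DESeq2 without the low-depth libraries (18).

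In the striatum, DEGs in MOR–LPS vs SAL–LPS numbered 0 here against the paper's 84, and the gap closed with DESeq2 (98), and, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (100) and DESeq2 without the low-depth libraries (98) (2628 genes had an unadjusted p under 0.05). Of these, higher in MOR–LPS were 0 here against the paper's 81, and the gap closed with DESeq2 (96), and, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (98) and DESeq2 without the low-depth libraries (96). Of these, lower in MOR–LPS were 0 here against the paper's 3, and the gap closed with DESeq2 (2), and, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (2) and DESeq2 without the low-depth libraries (2). With a log2FC beyond 1 in either direction there were 0 here against the paper's 75, and the gap closed with DESeq2 (84), and, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (86) and DESeq2 without the low-depth libraries (84). The number of these higher in MOR–LPS was 0 here against the paper's 75, and the gap closed with DESeq2 (84), and, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (86) and DESeq2 without the low-depth libraries (84). Genes tested in the striatum numbered 23426 here against the paper's 46403, and no alternative set before the data were examined closed the gap, but, among settings chosen after seeing the values, it closed with DESeq2 and no count filter (46403).

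In the PFC, genes with a log2FC above 1 in MOR–LPS vs SAL–LPS numbered 0 here against the paper's 1, and the gap closed with limma-voom and litters (1) and removal of the low-depth libraries (1). Genes with a log2FC under −1 numbered 1 here against the paper's 0, and the gap closed with DESeq2 (0), the filterByExpr filter (0), limma-voom and litters (0) and litter sums (0), and, among settings chosen after seeing the values, it closed with a minimum mean CPM of 1 (0). In the paper, a supplementary table of all DEGs counts the single PFC gene as lower, while Supplementary Figure 2F, limited to an absolute log2FC above 1, counts it as higher; the gene called here, B020004J07Rik, was lower in MOR–LPS.

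The paper's methods give 36 distinct litters, against 18 litter numbers in the labels of the RNA-seq libraries. No alternative applies to this number. Summed over conditions, with a litter counted once in each, the labels give 35.

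The paper labels Nr2f1, Gckr and Ccl5 as DEGs in MOR–SAL vs SAL–SAL (Figure 2C), and here their edgeR adjusted p were 0.102, 0.0610 and 0.0689. With the adjusted p in parentheses, Nr2f1 was called in 4 of 66 other fits: with leaving out litter 4 (0.0419) and, among settings chosen after seeing the values, with the bias-adjusted fit (0.0484), DESeq2 without the low-depth libraries (0.0285) and the trend over GC content and length removed (0.0437). Gckr was called in 17: with removal of the low-depth libraries (0.0348), no sex term (0.0427), only the 2 groups in the fit (0.0422), leaving out library 6-3 (0.0332), leaving out library 16-1 (0.0410), leaving out library 1-1 (0.0393), leaving out library 1-3 (0.0470), leaving out library 9-4 (0.0468), leaving out litter 1 (0.0241), leaving out litter 4 (0.0348) and leaving out litter 6 (0.0425) and, among settings chosen after seeing the values, with the bias-adjusted fit (0.0143), DESeq2 without the low-depth libraries (0.0161), the non-neuronal marker covariate (0.0443), the total count as a covariate (0.0462), the trend over GC content and length removed (0.0340) and the cortex marker covariate (0.0455). Ccl5 was called in 8: with DESeq2 (0.0205), removal of the low-depth libraries (0.0485), limma on log2(CPM + 1) (0.0354), limma on log2(CPM + 1) without a filter (0.0407), leaving out library 1-1 (0.0410) and leaving out litter 1 (0.0480) and, among settings chosen after seeing the values, with the bias-adjusted fit (0.00352) and DESeq2 without the low-depth libraries (0.00272).

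The paper counts Ldha, Blcap, Plekhd1 and Sdk2 among its DEGs at baseline, and here none was called (edgeR adjusted p = 0.117, 0.212, 0.131 and 0.218). Ldha was called in 0 of 66 other fits. With adjusted p in parentheses, Blcap was called with leaving out litter 4 (0.0498) and, among settings chosen after seeing the values, with DESeq2 without the low-depth libraries (0.0345), Plekhd1 with leaving out litter 1 (0.0424) and, among settings chosen after seeing the values, with DESeq2 without the low-depth libraries (0.0307) and Sdk2 with removal of the low-depth libraries (0.0442) and, among settings chosen after seeing the values, with DESeq2 without the low-depth libraries (0.0169).

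Of the convergent genes after LPS, the paper counts Mgll and Sbf1 as DEGs, and here their edgeR adjusted p were 0.0719 and 0.0666. Other fits called Mgll with library size as the only scaling (0.0422), leaving out library 17-1 (0.0493), leaving out library 1-2 (0.0386) and leaving out library 10-0 (0.0454) and, among settings chosen after seeing the values, with the bias-adjusted fit (0.0487), and Sbf1 with DESeq2 (0.0173), DESeq2's size factors (0.0408), library size as the only scaling (0.0252), no sex term (0.0466) and leaving out library 13-2 (0.0487).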

Other observations

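The tests of low-depth libraries, low counts, libraries against their labelled sex, cortical tissue for Tcf4, nearest libraries, close pairs and genes listed at 0 were chosen only after the result was seen, as were the test of thalamic tissue in SAL–LPS vs SAL–SAL, the requirement that at least 2 of 3 called genes stay called, and the random permutations of libraries in the tests of thalamus and cortex markers. The cortex marker list was written after the genes named for MOR–LPS vs SAL–LPS were seen, and it was shortened after its results were seen. That low counts count as a main source only where at least 50% of the called genes had a mean under 1 CPM was also set after those shares were seen.

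The 416 hypothalamic DEGs of MOR–SAL vs SAL–SAL exceeded what other groupings of the animals gave: 1 of 60 splits gave as many (others at most 82), and with whole litters reassigned 1 of 60 splits did (others at most 130). The tables argue against low-depth libraries (545 genes without them), non-neuronal nuclei (657 with their markers as a covariate), GC content and length (1078 with their trend removed) and a difference in depth (505 with the total count as a covariate) as the whole source. Without the libraries whose Y-linked genes go against the labelled sex, 188 genes were called, and mixed or mislabelled libraries cannot be told apart from the loss of samples. Morphine exposure stays open, as does litter, since the number fell to 85 without litter 10.

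Thalamic tissue in some dissections may account for a part of the lower DEGs. Thalamus markers (Tcf7l2, Lef1, Ntng1, Rora and Prkcd, of which Rora and Prkcd are also among the metabolic genes picked by the study) were lower in MOR–SAL for 5 of 5 genes (3 called, 5 adjusted over the list alone, fry p = 0.00525, 0.0111 by camera with an estimated correlation). The mean marker level was 6.39 ± 1.96 (SD) in SAL–SAL and 5.27 ± 1.13 in MOR–SAL. Each of them has RNA in the hypothalamus, with SAL–SAL medians from 19.0 CPM (Lef1) to 149 CPM (Ntng1) and values up to 1580.1 CPM (Prkcd). With the marker level as a covariate, 245 genes were called, 138 of them lower, and 138 were shared with the 416; the covariate goes with exposure, so this cannot be told apart from an exposure effect on the same genes. A further test used libraries that play no part in that contrast, the 25 LPS-challenged ones that were not low in depth (marker level at most 6.83, against 9.06 in SAL–SAL). There the 335 lower DEGs other than the markers themselves had a median Pearson r of 0.12 with the marker level, 210 of them above 0. That median was above 100% of 10000 random lists matched on expression (highest 0.09), and a 1-sided permutation test over libraries, which keeps the correlation between genes, gave p = 0.0240.

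For MOR–LPS vs SAL–LPS in the hypothalamus, 1 of 60 splits gave as many as the 298 DEGs (others at most 212), and with whole litters reassigned 1 of 60 splits did (others at most 47). With oligodendrocyte and astrocyte markers as a covariate 366 genes were called, 160 of them among the 298, and astrocyte markers were higher in MOR–LPS for 6 of 6 genes (fry p = 0.00443), so non-neuronal nuclei stay open for the genes lost. Genes of low count are a candidate main source, since 231 of the 298 had a mean under 1 CPM. The filterByExpr filter left 3 genes, 3 of them among the 298, so most calls at 1 CPM or more were lost too. Low counts thus do not account for the whole loss. With the cortex marker level as a covariate, 257 genes were called, 75 of them higher, against 129 higher without it. That loss cannot be told apart from an exposure effect, because the marker level goes with MOR–LPS. In the 23 hypothalamic libraries without LPS, after low-depth libraries were set aside, the 129 higher DEGs had a median r of 0.15 with the cortex marker level, 92 of them above 0, above 100% of 10000 random lists, and a 1-sided permutation test over libraries gave p = 0.0139. No library of this test had a marker level above 2.20 on the log2(CPM + 1) scale, against 3.67 to 5.68 in the 6 high MOR–LPS libraries, so it does not decide on cortical tissue, which stays open.

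Within MOR–LPS, the libraries with a high cortex marker level had more Tcf4 than the rest (exact permutation p = 3.33e-04, the smallest that 3003 splits can give). The cortex markers are low in the hypothalamus, with a SAL–SAL median of 17.8 CPM for Slc17a7 and at most 1.57 CPM for the others, and reached 254 CPM (Slc17a7) and 84.4 CPM (Neurod2) in MOR–LPS. Of the other convergent genes, Mgll, Sort1, Psd3, Abr and Olfml2b were also higher in these libraries (exact permutation p from 3.33e-04 to 0.00932; adjusted over 8 genes from 0.00133 to 0.0124), while Slc27a1 (p = 0.655 by the same exact test) and Sbf1 (exact p = 0.118) were not. Among the 6 high libraries, Sbf1 rose with the marker level (Spearman adjusted p = 0.0444 over 16 relations, Pearson adjusted p = 0.111). Tcf4 did not do so at an adjusted p under 0.05, in the high set (Pearson r = 0.68, adjusted p = 0.471) or in the 8 other libraries (r = −0.02, adjusted p = 0.965). Both sets are small, so this does not decide on cortical tissue. In the 8 other libraries, all 8 genes averaged above SAL–LPS, with log2 ratios of the mean normalized CPM from 0.17 (Mgll) to 1.06 (Olfml2b). With the low-depth SAL–LPS library 1-4 left out, the means of log2(normalized CPM + 1) differed by 0.15 (Mgll) to 0.64 (Olfml2b). The SAL–LPS library 1-2 had a cortex marker level of 4.00 on the log2(CPM + 1) scale, above that of MOR–LPS 16-0 (3.67) in the high set. Its Tcf4 was the highest of SAL–LPS, at 226 normalized CPM, yet below the lowest of the high set, 357; a single library does not exclude cortical tissue. Cortical tissue is a candidate explanation for the high Tcf4 of 6 libraries, and an effect of exposure on the same genes stays open.

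In the other regions, 0, 0 and 0 genes were called in MOR–SAL vs SAL–SAL in the hippocampus, PFC and striatum (2272, 2185 and 2683 at an unadjusted p under 0.05), a count that all 60 splits reach whatever the data, so it decides nothing. As many genes at an unadjusted p under 0.05 were found in 30, 12 and 14 of the splits. In MOR–LPS vs SAL–LPS, 20 of 60 splits reached the 1 gene of the PFC (5 had as many as the 2831 at an unadjusted p under 0.05). In the striatum 0 genes were called, and 7 of 60 splits had as many as the 2628 at an unadjusted p under 0.05. In the hippocampus, 1 of 60 splits reached 602 (others at most 247). Of these genes 501 had a mean under 1 CPM, so low counts are a candidate main source. Only 1 gene was called with the filterByExpr filter, so calls at 1 CPM or more were lost too.

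Of the remaining LPS responses, SAL–LPS vs SAL–SAL in the hypothalamus called 71 genes (20 higher, 51 lower), which 3 of 60 splits reached (others at most 148). The filterByExpr filter left 14, while 27 of the 71 (38.0%) had a mean under 1 CPM, so low counts as the main source stay open. Thalamus markers were lower in SAL–LPS for 5 of 5 genes (2 called, fry p = 0.00718), and with their level as a covariate 21 lower genes were called, so thalamic tissue in SAL–SAL stays open too, as does a response to LPS. In the PFC, 0 genes were called in SAL–LPS vs SAL–SAL (2752 at an unadjusted p under 0.05, and 15 of 60 splits had as many) and 4 in MOR–LPS vs MOR–SAL (Apod, Msr1, Ptgds and RP23-74J16.1, named after their values were seen), which 6 of 60 splits reached (2 had as many as the 2867 at an unadjusted p under 0.05).

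Of the 416 hypothalamic DEGs of MOR–SAL vs SAL–SAL, 165 (39.7%) had the same direction in MOR–LPS vs SAL–LPS, and 6 were called in both contrasts, 1 of them in the same direction. With whole litters reassigned, 55 of 60 splits gave a share as large (others' median 46.6%, highest 70.0%), so the directions were not more alike than under random grouping. The test of whether the exposure effect differs between the sexes called 0 genes (3391 at an unadjusted p under 0.05), and 1 of 60 splits, the real one, had as many at that p, while DESeq2 called 41, so a difference between the sexes stays open. Sex cannot be told apart from litter in this test, since each litter of the groups compared held a single sex.

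The marker lists gave these results in the hypothalamus for MOR–SAL vs SAL–SAL and for MOR–LPS vs SAL–LPS: neurons (2 of 6 higher, 0 called, fry p = 0.711; after LPS 5 of 6 higher, 0 called, fry p = 0.262), oligodendrocytes (1 of 6 higher, 1 called, fry p = 0.121; after LPS 6 of 6 higher, 0 called, fry p = 0.144), astrocytes (0 of 6 higher, 1 called, fry p = 0.186; after LPS 6 of 6 higher, 1 called, fry p = 0.00443), microglia (2 of 6 higher, 0 called, fry p = 0.925; after LPS 6 of 6 higher, 0 called, fry p = 0.0458), endothelium (1 of 4 higher, 0 called, fry p = 0.541; after LPS 3 of 4 higher, 0 called, fry p = 0.407), choroid plexus (1 of 3 higher, 1 called, fry p = 0.348; after LPS 2 of 3 higher, 0 called, fry p = 0.855), hypothalamus (6 of 9 higher, 0 called, fry p = 0.206; after LPS 4 of 9 higher, 0 called, fry p = 0.287), glucocorticoid response (2 of 6 higher, 0 called, fry p = 0.523; after LPS 6 of 6 higher, 0 called, fry p = 0.0736) and immediate early genes (5 of 7 higher, 0 called, fry p = 0.444; after LPS 5 of 7 higher, 0 called, fry p = 0.475). Thalamus markers after LPS were higher for 1 of 5 genes (0 called, fry p = 0.900). At baseline, inflammatory genes were higher for 5 of 11 (fry p = 0.527) and interferon genes for 7 of 9 (fry p = 0.241). The p are not adjusted over lists.

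As sets, the genes labelled in Figure 2C (fry p = 9.76e-05, 15 of 15 adjusted over the list alone), those labelled in Figure 3C (fry p = 0.0326, 10 of 10 adjusted over the list alone) and the convergent genes (fry p = 8.80e-07) were chosen by the study on these samples, so these p are not independent evidence. Of the 12 genes of the cytokines assayed as protein, 9 had counts to test in the hypothalamus. At baseline 0 were called (2 at an unadjusted p under 0.05, 1 adjusted over the list alone, fry p = 0.816) and after LPS 0 (2, 0 and 0.410).

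The paper infers group-specific transcription factors from H3K27ac and RNA together. In the hypothalamic MOR–SAL vs SAL–SAL contrast, Foxm1 averaged 2.99 and 3.00 normalized CPM (edgeR adjusted p = 0.974), Ikzf3 0.156 and 0.0794 (0.555) and Spib 1.24 and 0.130 (0.129). In MOR–LPS vs SAL–LPS, Fezf2 averaged 5.98 in MOR–LPS (log2FC 2.16, edgeR adjusted p = 0.219). Trp63 averaged 1.93 and 0.558 (0.664) and Sp110 0.581 and 0.112 (0.403). None was called, and apart from Foxm1, for which no alternative was fitted, none was called under any alternative that gave an adjusted p.

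Many genes are listed at 0 in every library of the hippocampus, PFC and striatum but not in the hypothalamus: 8442 of 46403 genes, 1480 of them with a median of at least 5 CPM in the hypothalamus. Of 9733 genes with such a median in the other regions, 6 are at 0 in the hypothalamus. Prnp (308 CPM in the hypothalamus), Tubb3 (211 CPM there) and Xist are among the genes at 0 in the hippocampus, PFC and striatum. A lack of expression is argued against: Xist, which females need for X inactivation, has a total count of 0 in those regions although they hold 28, 26 and 27 libraries from females. Exons shared with another gene are also argued against: 31.3% of the genes at 0 overlap an exon of another gene, against 37.3% of the others (Fisher's exact test, p = 8.20e-05). What removed these genes was not found, and comparisons of the hypothalamus with other regions for them carry no information.

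Excluding low-depth libraries, the nearest library to a given one, by the SD of the log2 ratios of abundant genes beyond the sampling of reads, had the same condition and sex for 27 of 48 in the hypothalamus (median with permuted labels 5, highest 20), 27 of 53 in the hippocampus (median with permuted labels 6, highest 21), 12 of 45 in the PFC (median with permuted labels 5, highest 19) and 11 of 54 in the striatum (median with permuted labels 6, highest 21). Permutation p were 1.00e-05 in both the hypothalamus and hippocampus, the smallest that 100000 permutations can give, 0.00900 in the PFC and 0.0837 in the striatum. In the hypothalamus, 24 of the 27 came from another litter, and in the hippocampus 26 of 27. Handling or sequencing by condition and sex is one candidate explanation, and biology of condition and sex another; these cannot be told apart in any of the 4 regions, because neither labels nor paper give a batch. The paper states that tissue samples were randomized. If handling did follow condition and sex, the exposure contrasts could carry it.

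The closest pair of PFC libraries, SAL–SAL 1-3 and 3-0 from different litters, differed with a chi-square per gene of 5.12 against the sampling of reads alone, and with an SD of 0.0837 log2 units beyond that sampling. The next closest pair, MOR–SAL 15-2 and 16-3, had 0.137 and the third 0.311. Both 15-2 and 16-3 are labelled female and had Y-linked levels of males (142 and 142 CPM, male median 143 CPM) and Xist at 0, as it is in every PFC library. The closest hypothalamic pair, MOR–SAL 12-1 and 15-0 (SD 0.157), also consists of 2 female libraries with Y-linked counts. The closest hippocampal pair, MOR–LPS 13-0 and 8-3 from different litters, had an SD of 0.115 and a chi-square per gene of 5.10. In the striatum the closest pair had an SD of 0.186. In the PFC, SAL–SAL 1-3 and 3-0 had Y-linked levels of 287 and 276 CPM. Animal 1-3 was also high in the hypothalamus (735 CPM, male median 263) and striatum (423 CPM, male median 228). Animal 3-0 had 226 CPM in the striatum and 155 CPM in the hippocampus (male median 154). Nuclei of animal 1-3 in both PFC libraries would give this, but it rests on a single library. Shared nuclei could give the closeness of these pairs, but how much 2 preparations of the same nuclei differ is not known. Shared nuclei thus cannot be told apart from 2 similar animals or, for 15-2 and 16-3, from 2 animals with a wrong label of sex.

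The summed CPM of Ddx3y, Uty, Eif2s3y and Kdm5d went against the labelled sex in a few libraries at a limit of 10 CPM. In the hypothalamus, 3 of 26 female libraries were above it (MOR–SAL 12-1 and 15-0 and SAL–LPS 10-0), in the hippocampus 2 of 28 (MOR–SAL 7-2 and SAL–LPS 2-2), with 2 of 27 male libraries below it (MOR–LPS 17-1 and MOR–SAL 17-2), and in the PFC 2 of 26 (MOR–SAL 15-2 and 16-3). In the striatum none of 27 female and 27 male libraries did. Xist in the hypothalamus was at 0.515 CPM in the female MOR–LPS library 18-1 and 78.6 CPM in the female SAL–LPS library 9-3, against a female median of 913 CPM, and neither was above the Y-linked limit. All libraries were kept under their labels.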
